# The Transcriptional Responses and Metabolic Consequences of Acclimation to Elevated Light Exposure in Grapevine Berries

**DOI:** 10.3389/fpls.2017.01261

**Published:** 2017-07-20

**Authors:** Kari du Plessis, Philip R. Young, Hans A. Eyéghé-Bickong, Melané A. Vivier

**Keywords:** grape, microclimate, photosynthesis, RNAseq analysis, acclimation to stress

## Abstract

An increasing number of field studies that focus on grapevine berry development and ripening implement systems biology approaches; the results are highlighting not only the intricacies of the developmental programming/reprogramming that occurs, but also the complexity of how profoundly the microclimate influences the metabolism of the berry throughout the different stages of development. In a previous study we confirmed that a leaf removal treatment to Sauvignon Blanc grapes, grown in a highly characterized vineyard, primarily affected the level of light exposure to the berries throughout their development. A full transcriptomic analysis of berries from this model vineyard details the underlying molecular responses of the berries in reaction to the exposure and show how the berries acclimated to the imposing light stress. Gene expression involved in the protection of the photosynthetic machinery through rapid protein-turnover and the expression of photoprotective flavonoid compounds were most significantly affected in green berries. Overall, the transcriptome analysis showed that the berries implemented multiple stress-mitigation strategies in parallel and metabolite analysis was used to support the main findings. Combining the transcriptome data and amino acid profiling provided evidence that amino acid catabolism probably contributed to the mitigation of a likely energetic deficit created by the upregulation of (energetically) costly stress defense mechanisms. Furthermore, the rapid turnover of essential proteins involved in the maintenance of primary metabolism and growth in the photosynthetically active grapes appeared to provide precursors for the production of protective secondary metabolites such as apocarotenoids and flavonols in the ripening stages of the berries. Taken together, these results confirmed that the green grape berries responded to light stress much like other vegetative organs and were able to acclimate to the increased exposure, managing their metabolism and energy requirements to sustain the developmental cycle toward ripening. The typical metabolic consequences of leaf removal on grape berries can therefore now be linked to increased light exposure through mechanisms of photoprotection in green berries that leads toward acclimation responses that remain intact until ripening.

## Introduction

Plants show remarkable adaptability to environmental factors and/or stresses to ultimately ensure that their core metabolic functions are maintained. Although these aspects have been intensively studied in model plants under controlled conditions to establish the basic principles and underlying pathways, as technologies developed, our ability to study and understand crop plants in their cultivated natural environments are yielding important information regarding the processes of stress protection and specifically the concept of acclimation.

In plant biology, stress is generically defined as any unfavorable conditions that affect metabolism, growth and/or development (Lichtenthaler and Burkart, 1996). The relative tolerance/sensitivity of the affected plant subsequently determines if a stress factor will have a positive (eustress) or negative (distress) outcome (Kranner et al., 2010). Acclimation refers to the short-term responses of plants to adapt to unfavorable (stress) factors in their immediate environment (Lichtenthaler and Burkart, 1996; Lichtenthaler, 1998); whereas adaptation refers to plants' long-term survival strategy to stress factors that occurs via genetic changes such as mutations and subsequent natural selection over many generations within a population. When compared to adaptation, acclimation is a rapid response, occurs within individuals, is reversible, and does not involve any permanent genetic changes. Acclimation can involve transcriptional, metabolic and/or physiological responses to improve the performance and survival of the individual to the stress. The ability of biennial plants (e.g., onions, cabbages, and carrots) to survive winter (Andrews, 1996) and the accumulation of phenolic compounds in response to increased light exposure (Caldwell et al., 1983), are examples of acclimation to low temperature and UV-B, respectively.

In grapevine, acclimation to climatic conditions is particularly important and the plasticity of grapevine responses have been highlighted in a number of publications (overviewed recently in Kuhn et al., 2014). The transcriptomic and metabolic reprogramming occurring during grape berry development has been well studied (Zenoni et al., 2010; Sweetman et al., 2012; Palumbo et al., 2014; Pilati et al., 2014; Wong et al., 2016). Research on abiotic stress factors has focused on the dominant environmental factors either individually: temperature (Carbonell-Bejerano et al., 2013; Rienth et al., 2014), light (Wu et al., 2014; Reshef et al., 2017; Sun et al., 2017), UV (Martinez-Luscher et al., 2014; Suzuki et al., 2015; Matus, 2016), and water deficit (Ghan et al., 2015; Santo et al., 2016; Savoi et al., 2016) or collectively as terroir or vintage studies (e.g., Santo et al., 2013; Anesi et al., 2015).

Light has long been recognized as central to plant metabolism through photosynthesis, but recent studies have highlighted the importance of light as a source of information for plants (reviewed in Apel and Hirt, 2004; Eberhard et al., 2008; Li et al., 2009 and references within). In viticulture, many canopy management practices are performed to optimize light exposure to drive photosynthesis of the canopy (reviewed in Smart, 1985; Clingeleffer, 2010). Apart from leaves, other plant organs including the stems, flowers, tendrils and fruits contain functional chloroplasts, and are capable of photosynthesis (reviewed in Blanke and Lenz, 1989). The conditions under which photosynthesis occurs in these non-foliar organs, however, are markedly different to their foliar counterparts. In fruits, for example, the gradual disappearance of stomata and/or the development of an impermeable waxy cuticle during development results in an internal environment that is characterized by high CO_2_ and low O_2_ (hypoxic) levels (Blanke and Leyhe, 1987, 1988; Kyzeridou et al., 2015). Decreased photosynthesis in green fruits can be attributed to these physical/anatomical features, rather than a decrease in the photosystems. Kyzeridou et al. (2015) demonstrated that in comparison to leaves, the green fruits of *Nerium oleander* and *Rosa* sp. had higher Car/Chl ratio due to increased xanthophyll cycle components (violaxanthin, antheraxanthin and zeaxanthin) and a lower chlorophyll content. This resulted in a photoprotective xanthophyll cycle that is more functional under high light in green fruits than in leaves. This has also been reported for apple (Cheng and Ma, 2004) and grapevine (Young et al., 2016) and it is speculated that this exists in non-foliar photosynthetic organs to reflect a common strategy for photosynthetic green tissues under similar low oxygen conditions (Kyzeridou et al., 2015).

Some canopy manipulations, such as leaf removal in the fruiting zones are, however, utilized to increase light penetration to the berries (reviewed in Reynolds, 2010). A significant number of studies have investigated the impacts of leaf removal on berry development and ripening. Depending on the cultivar, the objectives range from improving the acid balance (Hunter and Visser, 1990; Toda et al., 2013; Baiano et al., 2015); improving anthocyanin/color stability (Chorti et al., 2010; Sternad Lemut et al., 2011; Lee and Skinkis, 2013; Baiano et al., 2015; Song et al., 2015; Guan et al., 2016; Yu et al., 2016; Pastore et al., 2017); increasing specific secondary metabolites such as volatile aroma precursors (Staff et al., 1997; Tardaguila et al., 2010; Feng et al., 2015; Song et al., 2015; Suklje et al., 2016; Young et al., 2016) or lowering of metabolites that are perceived negatively in the grapes/wines (Sala et al., 2004; reviewed in Sidhu et al., 2015). One of the main outcomes of leaf removal in the bunch zones is the accumulation of protective phenolic compounds i.e., anthocyanins (Lee and Skinkis, 2013; Guan et al., 2016; Lee, 2017) and flavonols (Yu et al., 2016; Pastore et al., 2017), as well as changes to volatile aroma compounds i.e., the norisoprenoid, β-damascenone (Feng et al., 2015; Young et al., 2016) and monoterpenes (Song et al., 2015; Young et al., 2016). These studies have all highlighted the adaptability of the grapevine berries to the changed microclimate and have also provided scope to investigate mechanisms of perceiving and adapting to the stresses linked to changes in microclimate.

Taking advantage of a validated experimental setting where light exposure (to the bunch zone) was the major environmental factor significantly altered by a classic leaf removal treatment in a model Sauvignon Blanc vineyard, the mechanism of berry acclimation to increased light exposure (Young et al., 2016) was targeted in this study. A pertinent result from the phenotyping and metabolite profiling was that none of the parameters and metabolites measured indicated a compromised primary growth/development and ripening of the berries under the increased exposure. Metabolically, the berries responded to increased light exposure by producing specific secondary metabolites that have photo-protective and/or antioxidant functions. The data generated in the targeted metabolite profiling of the berries lead to the conclusion that the berries mitigated the stress with metabolite reprogramming to acclimate to the increased exposure and that the response was strongly influenced by developmental stage. Although sugars, organic acids, chlorophylls and major photosynthetic pigments (β-carotene and lutein) were not affected by the increased light exposure; specific monoterpenes and photoprotective xanthophylls (zeaxanthin, antheraxanthin, and lutein epoxide) were shown to be increased (Young et al., 2016). These results raised an important question: How were primary metabolism and developmental patterns maintained, despite the light stress-response and metabolic reorganization activated in the exposed berries?

Our primary approach toward achieving these aims was to take a global transcriptional snapshot of gene expression at various berry developmental stages using RNA Sequencing (RNASeq) to thereby create an overview of the effects of elevated light exposure on berry development and ripening. Using this global overview, we were able to target specific metabolic pathways of which gene expression was most significantly affected by the treatment. We could further explore what affects these alterations in gene expression could have on accumulation of metabolites involved in these affected pathways to ultimately determine how berry growth and primary metabolism was maintained despite the activation of stress response mechanisms previously reported (Young et al., 2016).

## Materials and methods

### Experimental design, agronomical treatments, and sampling strategy

The *Vitis vinifera* cv. Sauvignon blanc grapes that were the research materials for this study were harvested from an experimental vineyard located in Elgin region of South Africa during the 2010/2011-harvest season. The complete details pertaining to the climatic measurements, vineyard layout, viticultural practices and sampling strategy of the relevant samples have been performed according to an established field-omics workflow (Alexandersson et al., 2014) and are available in Young et al. (2016). Briefly, grapes were sampled from twelve biological replicates (or panels with six panels per row; and six panels per treatment) in two adjacent vineyard rows (NW-SE row orientation). Each individual biological replicate (panel) consisted of four consecutive vines. The leaf-removal treatment included leaf and lateral shoot removal applied in the bunch zone on the SE-facing side of the canopy at EL29. This leaf-removal treatment was applied to every alternate panel creating a “checkerboard” plot layout where a control panel was always adjacent to an exposed panel (both within a row, and between rows) (Young et al., 2016).

The berries were sampled at green- (pea-sized) (EL31) (Eichhorn and Lorenz, 1977), pre-véraison- (EL33), véraison- (EL35), and the ripe-stage (EL38; corresponding to the commercial harvest date) from control (shaded) and exposed vine panels after which it was frozen in liquid nitrogen in the field. The seeds were removed from the frozen berries in the laboratory and the whole berries, including skins and pulp, were kept at −80°C until subsequent analyses were performed.

### Transcriptional analysis

#### RNA extraction and sequencing

Total RNA was extracted from three out of the six biological replicates sampled at four developmental stages under both exposed and control conditions according to an established protocol (Reid et al., 2006). Each of the 24 samples was subjected to DNAse1 treatment (Sigma-Aldrich, Saint-Louis, MO, USA) to eliminate contamination with genomic DNA. The concentration and purity of the extracted RNA samples were established using a Nanodrop 2000 Spectrophotometer (Thermo Scientific, Wilmington, DE, USA) and the integrity of the samples were confirmed through analysis of a Bioanalyzer Chip RNA 7500 series II (Agilent, Santa Clara, CA, USA) according to the manufacturer's instructions.

After achieving each of the quality control criteria, poly(A) mRNA was prepared for each of the RNA samples and sequenced through an Illumina HiSeq 1000 sequencer according to manufacturing protocols (Illumina Inc., San Diego, CA, USA). The reads generated from the sequencing procedure were aligned to the V1 version of the *V. vinifera* genome (PN40024) using version 2.0 of the TopHat software (Trapnell et al., 2012), allowing a maximum of two nucleotide mismatches. Cufflinks software (version 2.0) was subsequently used in order to assemble transcripts from generated sequence reads (Trapnell et al., 2012), hereby calculating the transcript abundance of each gene in the form of an FPKM value (expected fragments per kilobase of transcript per million fragments mapped). For the purpose of determining which transcripts show differential expression between treatments, CuffDiff (version 2.0) was used after transcript abundances were determined (Trapnell et al., 2012).

#### RNASeq expression data analysis

When comparing the entire transcriptomes of each of the samples included in this study, Pearson correlations were calculated using R (version 3.3.1) in RStudio (version 0.99.903) and the visualization of the results in the form of a correlation matrix were performed using Microsoft Excel (version 14.1.0).

Gene Ontology (GO) Enrichment analyses of the entire gene lists that showed non-significant differential expression between exposed and control samples at each phenological stage were performed in the BiNGO application in Cytoscape (version 3.4.0) using the Benjamini and Hochberg False Discovery Rate Correction metric. These genes will be further referred to as “unaffected.” GO terms were considered significant with a *p*-value smaller than 0.05.

In order to evaluate genes that were significantly affected by elevated light, the results generated from the differential expression analysis were implemented in a three step process according to different selection criteria. The first step was to perform GO enrichment analysis of all the genes that were significantly differentially expressed (*q* ≤ 0.05) under exposed conditions at each developmental stage in order to evaluate the effect that the treatment had on the berry transcriptome throughout development. Next, two distinct thresholds were chosen based upon the number of genes generated that would be most appropriate for subsequent analyses. The first threshold was set to include all differentially expressed genes with a log_2_ fold change greater than 1.5 and smaller than −1.5 when comparing the expression of exposed to control genes in order to generate a large list of highly significantly affected genes for the purpose of clustering analysis. This would allow for the identification and evaluation of the most prominent expression profiles of the genes affected by increased exposure without specifically focusing on individual genes. The second threshold was set to include only differentially expressed genes with a log_2_ fold change greater than 2 and smaller than −2 for the purpose of focusing on the individual genes that were most affected by increased exposure.

GO enrichment analysis of significantly enriched expression profile clusters of genes expressed at a log_2_ fold change (log_2_FC) greater than 1.5 between exposed and control grapes during at least one of the phenological stages were performed using the online analysis tool, AgriGO (Du et al., 2010) using the Fisher statistical method with the Yekutieli False Discovery Rate multitest adjustment metric. Significantly enriched GO terms (*p* < 0.05) were further visualized and summarized using the Reduce + Visualize Gene Ontology Web Server (http://revigo.irb.hr; Supek et al., 2011).

For the purpose of performing clustering analysis to infer which genes conform significantly to predetermined gene expression profiles, the Short Time-Course Expression Miner (STEM) was implemented (Ernst et al., 2006). Visualizations of the abovementioned differential expression analyses were performed using Microsoft Excel and Powerpoint (version 14.1.0).

The putative developmental biomarkers were identified and further explored in a three step process. Firstly, the molecular biomarkers of the control grapes representing the two most distinct developmental phases (i.e., green stages vs. ripening stages) were identified by implementing a previously established method (Zamboni et al., 2010). Putative biomarkers that represent the transcriptional difference between the green and the ripening grape berry stages were identified. A two-class OPLS-DA model was generated by representing the expression of green, control berry samples (EL31 and EL33) as its own class as a reference against expression of ripening, control berry samples (EL35 and EL38) set as the second class using SIMCA (version 14.0). An S-plot was subsequently generated to identify the loading correlation coefficient of each gene as described by Zamboni et al. (2010; Wiklund et al., 2008). The aim of this investigation was to generate a broad overview of the developmental progression of the grapes included in this study and therefore, a less stringent correlation cut-off was implemented than in previous studies to identify genes with a loading correlation coefficient higher than 0.8 (positive biomarkers) and lower than −0.8 (negative biomarkers). The expression of positive biomarkers were significantly higher in ripening berries compared to green berries, whereas negative biomarker expression was significantly lower in ripening berries compared to green berries (according to the nomenclature adopted by Zamboni et al., 2010).

Secondly, to establish whether these identified control grape berry developmental biomarkers were comparable to those already established for grape developmental progression, molecular biomarkers identified in this investigation were compared to those published from two previous investigations. The first set of biomarkers included in this comparison was published by Zamboni et al. (2010) in which transcriptional elements unique to early berry development (EL33 and EL35) and late berry development (EL36 and EL38) were identified and named Class a and Class b genes, respectively. These biomarkers will be referred to as early and late developmental markers in subsequent sections of this publication. The second set of genes used to compare the development of the grapes included in this study was published by Palumbo et al. (2014) in which they identified so-called “switch genes” that are considered to characterize the unique transcriptional switch that occurs when grape berries transition from being green, photosynthesizing organs to becoming ripening, sink organs. This aforementioned study utilized transcriptional data generated from five red Italian grape cultivars as well as data generated from the grapevine transcription atlas (Fasoli et al., 2012). A Venn diagram was constructed using the Bioinformatics and Evolutionary Genomics platform (http://bioinformatics.psb.ugent.be/webtools/Venn/) by comparing the genes from the abovementioned studies and the molecular biomarkers identified in this study.

Finally, using the identified developmental biomarkers, the effect of the treatment on the progression of berry development was further explored. This was achieved by determining which of the identified biomarkers shared between this and previous studies were significantly affected by the leaf-removal treatment (and increased exposure) by evaluating the differential expression of these genes.

In order to determine how photosynthesis is affected on a transcriptional level by elevated light exposure, the appropriate gene accessions encoding proteins of PSI and PSII of the thylakoid membranes were obtained from the KEGG Pathway database for *V. vinifera* (http://www.kegg.jp/kegg-bin/highlight_pathway?scale=1.0&map=vvi00195&keyword).

#### Quantitative real-time polymerase chain reaction (RT-PCR)

In order to validate the accuracy of the gene expression patterns observed in the results generated through RNASeq analysis, RT-PCR was performed using the Applied Biosystems 7500 Real-time PCR System. For these verification assays, total RNA was extracted from three of the six biological replicates originally harvested for metabolic and RNA Seq analyses using the Spectrum™ Plant Total RNA Kit (Sigma-Aldrich, Saint-Louis, MO, USA). cDNA was synthesized from the total RNA using the SensiFAST™ cDNA Synthesis Kit (Bioline, London, UK) and RT-PCR was performed using the KAPA SYBR®FAST qRT-PCR Kit according to the manufacturer's instructions (Kapa Biosystems, Cape Town, South Africa). Six genes were selected as targets for the PCR reactions based on their expression patterns in response to the treatment as reported by the RNASeq analysis. Four of these target genes were upregulated in response to the treatment by a log_2_FC greater than 2 at various developmental stages (VIT_10s0116g00410, VIT_18s0001g03470, VIT_05s0020g04110, VIT_02s0025g04060). 

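Fold changes between exposed and control grapes were tested with limma on the log2 scale, with p adjusted within each stage over all genes tested. The flavonol synthase gene VIT_18s0001g03470 was at 19.5 ± 1.48 FPKM (SD, n = 3) in exposed and 0.736 ± 0.372 FPKM (SD, n = 3) in control grapes at EL31, a log2 fold change of 4.64 (standard error 0.51, adjusted p = 2.56e-05). Its log2 fold change was 3.800 at EL33, 4.04 at EL35 and 3.79 at EL38, with an adjusted p of 0.00124 or lower at each of these stages. For VIT_10s0116g00410, annotated as a gibberellin 2-beta-dioxygenase, the values at EL31 were 9.13 ± 1.14 FPKM (SD, n = 3) in exposed and 0.864 ± 0.235 FPKM (SD, n = 3) in control grapes, and the log2 fold change was 3.28 (standard error 0.44, adjusted p = 0.000173). At EL33, EL35 and EL38 this gene had log2 fold changes of 2.16, 2.22 and 2.55, with adjusted p of 0.0102, 0.00762 and 0.00600. ELIP1 (VIT_05s0020g04110) was at 1052 ± 105 FPKM (SD, n = 3) in exposed and 218 ± 87.8 FPKM (SD, n = 3) in control grapes at EL33, a log2 fold change of 2.34 (standard error 0.25, adjusted p = 0.000109). Its log2 fold change was 2.39 at EL31 and 0.92 at EL35, whereas at EL38 it was 0.43 (adjusted p = 0.472). The Rab/Ypt GTPase Ara4-interacting protein gene VIT_02s0025g04060 was at 209 ± 35.3 FPKM (SD, n = 3) in exposed and 34.8 ± 4.06 FPKM (SD, n = 3) in control grapes at EL35, a log2 fold change of 2.58 (standard error 0.21, adjusted p = 2.68e-06), and its log2 fold change was 2.38, 2.00 and 1.18 at EL31, EL33 and EL38.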

The other two of the target genes were related to photosynthesis and were significantly upregulated by elevated light exposure in the green berries (VIT_01s0010g03620, VIT_19s0014g00160). 

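LHCA2 (VIT_01s0010g03620) was at 1445 ± 32.8 FPKM (SD, n = 3) in exposed and 774 ± 83.1 FPKM (SD, n = 3) in control grapes at EL31, a log2 fold change of 0.91 (standard error 0.21, adjusted p = 0.0187). At EL33 its log2 fold change was 0.74 (standard error 0.21, adjusted p = 0.0674), which did not pass the adjusted threshold of 0.05. The LHCII type I CAB-1 gene VIT_19s0014g00160 was at 369.9 ± 34.6 FPKM (SD, n = 3) in exposed and 179.6 ± 15.6 FPKM (SD, n = 3) in control grapes at EL31. Its log2 fold change of 1.04 (standard error 0.34, adjusted p = 0.0988) did not pass the threshold, and at EL33 the value was 0.39 (standard error 0.34, adjusted p = 0.643).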

Appropriate primers were designed using QuantPrime (Arvidsson et al., 2008). These primers, their sequences and their characteristics are summarized in Table S1. All PCR reactions were performed in triplicate. The normalization and absolute quantification of the expression levels of each of the six genes were performed using the Linear Regression Efficiency (LRE) method using LRE Analyzer software (Rutledge and Stewart, 2008; Rutledge, 2011).

### Metabolite analysis

Extractions and subsequent metabolite analyses were performed from three out of the six available biological repeats that represented the biological triplicates sampled at four developmental stages under both exposed and control conditions.

#### Amino acid analysis

The extraction and HPLC analysis of amino acids in berry samples was performed as described in Antalick et al. (2010), with minor changes. Frozen homogenized berry tissue (200 ± 10 mg) was weighed into 2 mL microfuge tubes and 0.5 mL of 70% (v/v) methanol [containing 25 mg/L of each of the two internal standards (IS), sarcosine and norvaline] was added. Samples were briefly vortexed and sonicated for 10 min at room temperature. After sonication, the samples were centrifuged at 1,250 rpm for 5 min and 200 μL of the supernatant was transferred to amber vials, crimp-sealed and if not analyzed immediately stored at −4°C. Each biological replicate was extracted and analyzed in triplicate. The extracted amino acids were derivatized before analysis on HPLC as described in Suklje et al. (2016).

Major amino acids (AAs) were identified based on their retention times with respect to authentic standard elution and quantified using external standard calibration based on standard curves plotted using the peak areas vs. the standard concentrations. Concentrations were normalized to the IS amount and the sample fresh weight (FW) to obtain the AA concentrations per fresh berry weight (mg/g FW).

#### Quantification of phenolic compound contents

All authentic standards namely quercetin-glucoside; catechin, epicatechin as well as caftaric acid and caffeic acid as well as the HPLC grade solvents used for sample extraction and separation such as methanol (MeOH, 99.0%), acetonitrile (99.0%), hydrochloric acid (HCl), and the orthophosphoric acid (H_2_PO_4_, 99.0%) were acquired from Sigma Aldrich (Steinheim, Germany).

Homogenized grapevine berries (200 ± 10 mg) were weighed and 0.5 ml of acidified MeOH (70%; adjusted to pH 1.5 with HCl) was added to each vial, which was then vortexed and sonicated for 15 min at room temperature. After sonication, the samples were centrifuged at 1400 rpm for 5 min and 200 μL of the supernatant was collected and added into amber vials, crimp-sealed for HPLC analysis. Extraction was done in triplicate, in a dark room away from direct light. Extracted flavonoids and phenolic acids in berries were separated and quantified using an Agilent 1100 series HPLC system (Agilent Technologies©, Palo Alto, California, USA) equipped with a diode array detector (DAD) and controlled by a ChemStation Rev. A.10.02 software (Agilent Technologies©). The column used was a Phenomenex Prodigy ODS-2 (4.6 × 150 mm, 5 μm) preloaded with Phenomenex Prodigy guard cartridge (2.1 mm × 100 mm, 1.7 um). The mobile phases were composed of 15% (v/v) H_2_PO_4_ (A) and 80% acetonitrile containing 20% A (B) and the flow rate was 1 mL/min. The gradient elution conditions started with a linear gradient from 6 to 31% B for 68 min following with another linear gradient from 31 to 65% B for 5 min. Then, the gradient was kept constant at 65% B for 5 min and was decreased from 65%, back to the starting conditions at 6% B for 5 min. The system was re-equilibrated at 6% B for another 10 min before the next injection. The injection volume was set at 20 μL and the column temperature at 40°C.

The major flavonoids and phenolic acids in grapevine berry samples were identified based on their retention times with respect to authentic standard elution and quantified using external standard calibration based on standard curves plotted using the peak areas vs. the standard concentrations. These chromatographic peaks were obtained using the following DAD wavelengths: 280 nm for flavan-3-ols; 360 nm for flavonols and 320 nm for the phenolic acids. Compounds without available standards were quantified using the calibration parameters from quercetin-glucoside (all flavonols) and caftaric acid. The concentrations in samples were normalized to the sample fresh weight (FW) to obtain the sample amount per berry FW (μg/gFW). Table S2 summarizes the retention time and calibration parameters of all standards used in this analysis.

#### Lipophilic-oxygen radical absorbance capacity (L-ORAC) assay

L-ORAC analysis was performed by the Antioxidant Research Unit (Cape Peninsula University of Technology, South Africa) on three biological replicates (in triplicate) harvested at EL33 and EL38, respectively.

#### Statistical analysis

The concentrations generated from the analysis of amino acids and phenolic compounds of the grapes were subjected to multivariate data analysis using Statistica (version 13.0). A repeated measures analysis of variance (ANOVA) was performed to identify the relationship between the increased exposure treatment and the concentrations of the measured compounds (AAs and Phenolic compounds). A Fisher LSD *Post-Hoc* test was conducted for each compound to confirm whether the concentration of the compound was statistically significantly affected by the treatment (*q*-value).

Basic statistical analysis of data generated from the L-ORAC assay was conducted in Microsoft Excel (version 14.1.0) using a paired *t*-test to determine whether exposed grapes had significantly higher lipophilic antioxidant capacity than control grapes at EL33 and EL38.

## Results

### Overview of the transcriptional data generated

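Berries of Sauvignon blanc, with their seeds removed after freezing, were compared between bunches exposed by leaf removal and shaded control bunches at EL31, EL33, EL35 and EL38. Poly(A) mRNA was sequenced on the Illumina HiSeq 1000, and the authors aligned the reads to the V1 genome with TopHat 2.0 (at most 2 mismatches per read) and computed FPKM with Cufflinks 2.0. FPKM is proportional to the number of fragments of a transcript divided by its length in kilobases and by the number of mapped fragments. The deposited values cover 29970 genes in 23 samples, with 3 replicates in each of 7 groups and 2 in the control group at EL38. The labels name the third stage EL34, where the paper has EL35. Read counts were not used here, so the depth of each sample was estimated relative to the other samples, from the smallest steps between its low FPKM values. This relative depth ranged from 0.640 (EL35 exposed replicate 1) to 2.43 (EL33 control replicate 2), and no interval from counting error was computed. The paper's Table S3 gives between 77648208 and 130713888 reads per group, from which only an approximate absolute depth follows. Differential expression was tested anew with limma 3.58.1 on log2(FPKM + 0.1), because the authors' CuffDiff test needs the aligned reads. Exposed and control grapes were compared within each stage in a single model of the 8 group means over the 23 samples, with a trend in the prior variance. The 20205 genes with a mean of at least 1 FPKM in at least 1 group were tested, p values were adjusted by the Benjamini-Hochberg method within each stage, and an adjusted p of at most 0.05 was the threshold. The sample numbers in the labels fall in the fifties for control replicates 1 and 2 and exposed replicate 1 of each stage, and in the sixties for the other samples. The last 2 digits recur with the same treatment at every stage, and treatments alternate along them, as in the paper's layout of alternate panels in 2 adjacent vineyard rows. The labels do not say whether the numbers stand for panels and rows. At EL38 both control samples are numbered in the fifties, so this numbering and exposure cannot be fully separated there. Positions of the genes on the chromosomes were not analysed here, since the annotation at hand does not pair them with these identifiers.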

In this study, RNASeq was performed with 24 Sauvignon blanc berry samples representing grapes from shaded (control) and exposed (treatment) microclimates at four developmental stages from a highly characterized vineyard. A summary of the parsed reads from each of the samples and the number of reads that mapped onto the *V. vinifera* cv. Pinot noir reference genome (PN40024) are included in Table S3. The complete RNASeq dataset is available in the NCBI's GEO under the series accession, GSE98873.

In order to compare the complete transcriptomes generated for the 24 grape samples, a correlation matrix was generated by implementing a Pearson's correlation coefficient as a distance metric (Figure S1). The resulting matrix revealed that one sample harvested at EL38 did not correlate strongly to the rest of the EL38 samples, but rather to samples taken at EL33. Not only were the other 23 samples closely grouped according to their specific developmental stage, targeted metabolite profiling of the same grape samples previously confirmed the close grouping of all the EL38 samples (Figures 3, 4 in Young et al., 2016). This sample was treated as an outlier (anomaly) and excluded from all subsequent analyses.

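Pearson's r was computed for each pair of the 23 samples across all 29970 genes on log2(FPKM + 0.1). Genes are not independent replicates, so no p is given for these r. The mean r between exposed and control samples was 0.963 ± 0.00355 (SD over 9 pairs of samples) at EL31, 0.966 ± 0.00201 over 9 pairs at EL33, 0.966 ± 0.00378 over 9 pairs at EL35 and 0.966 ± 0.00229 over 6 pairs at EL38. For all 23 samples, the sample with the highest r was of the same stage. The lowest r within a stage was 0.957, and the highest between stages was 0.954. The scale of the values moved these correlations most: on FPKM without a logarithm, the mean r between exposed and control samples at EL33 was 0.205.

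**Figure D1:**
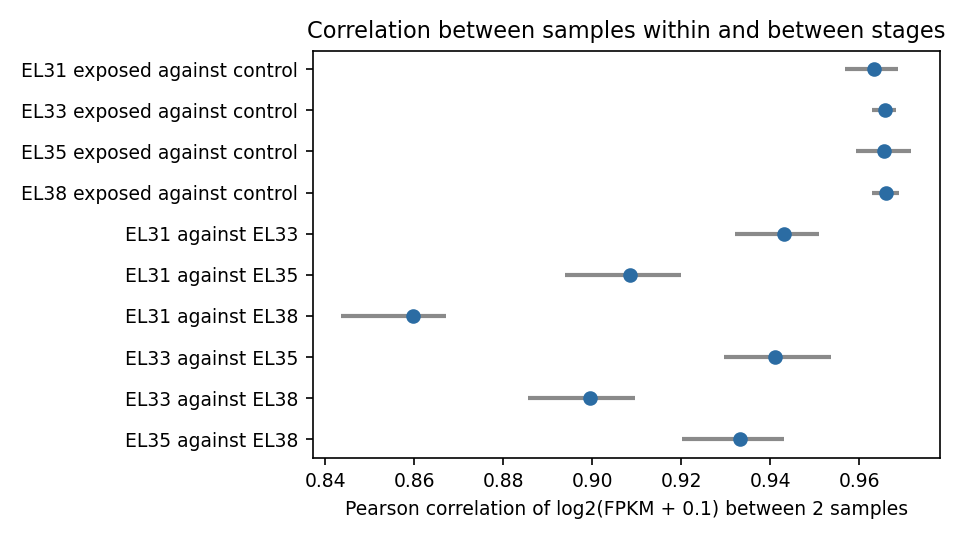
Pearson correlation between samples (horizontal axis, no unit) for the kinds of pairs on the vertical axis, with the mean as a point and the lowest to the highest pair as a line. The means of exposed against control pairs lie between 0.963 and 0.966, and those between stages lie between 0.8598 and 0.943.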

The Pearson correlation matrix was reconstructed including only the 23 remaining samples and is presented in Figure 1; the matrix shows a strong correlation between grapes from the same developmental stage, regardless of the viticultural treatment implemented. Furthermore, gene expression of green berries was more closely correlated between EL31 and EL33 stages than with the two consecutive ripening stages, EL35 and EL38. 

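The mean r between samples of EL31 and EL33 was 0.943 ± 0.00530 (SD over 36 pairs of samples). Samples of EL31 had a mean r of 0.909 ± 0.00581 with those of EL35 (36 pairs) and of 0.8598 ± 0.00599 with those of EL38 (30 pairs). For EL33, the corresponding means were 0.941 ± 0.00671 with EL35 (36 pairs) and 0.8995 ± 0.00581 with EL38 (30 pairs). The difference between EL31 with EL33 and EL33 with EL35 was smaller than the SD over pairs.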

The correlation matrix also provided confidence in the experimental design and sampling strategy since the biological replicates of the control and exposed treatments confirmed the repeatability of the effect that the leaf removal treatment had on the berry transcriptome at each developmental stage.

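Within a stage, r between samples of the same treatment was compared with r between samples of different treatments. At EL31 the mean r was 0.966 within a treatment and 0.963 between treatments, and 2 of the 10 splits of the samples gave a difference as large (exact permutation test, p = 0.200). The means were 0.968 and 0.966 at EL33, 0.969 and 0.966 at EL35, and 0.970 and 0.966 at EL38. At each of these 3 stages the real split gave the largest difference (exact permutation test, one-sided, p = 0.100), which is also the smallest p that 10 splits allow. The sample with the highest r had the same treatment for 5 of 6 samples at EL31, 6 of 6 at EL33, 5 of 6 at EL35 and 4 of 5 at EL38.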

**Figure 1:**
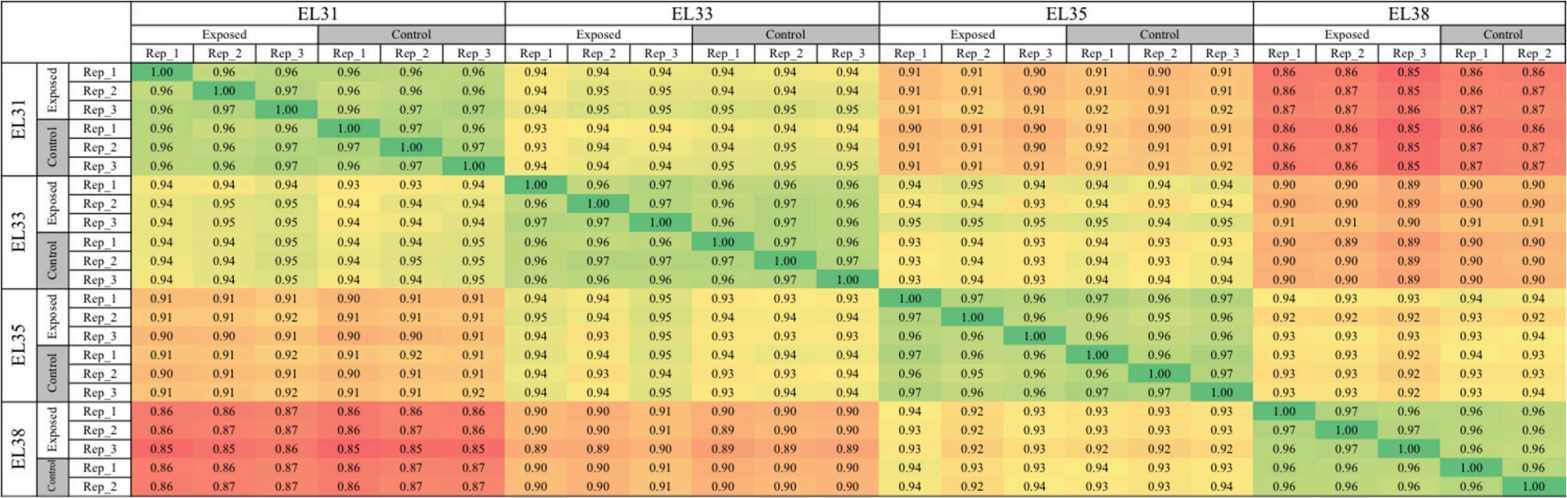
Pearson correlation matrix of the entire transcriptomes of 23 samples representing exposed and control grapes at four developmental stages (EL31, EL33, EL35, and EL38).

Out of the 29,970 genes represented in this version (V1) of the grapevine genome, the expression of 5,050 genes (16.5%) could not be detected across any of the observed developmental stages and treatments and the enriched GO terms representing these genes are summarized as Figure S2 (as represented by Revigo). 

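In the deposited values, 5050 genes were listed at 0 in all 23 samples, which is 16.9% of the 29970 genes. With FPKM under 0.01 in every sample in place of 0, the number was 5054. In single groups, between 21416 (EL38 control) and 22770 genes (EL31 control) had a mean FPKM above 0.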

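Of the genes with FPKM above 0 in at least 1 sample, 4715 had a mean FPKM below 1 in all 8 groups. Together with the genes that were not detected, 9765 genes were left out of the tests. Among single samples, between 16602 genes (EL35 control replicate 2) and 18139 genes (EL31 control replicate 1) had an FPKM of at least 1.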

A further 4,715 genes with FPKM expression values lower than the recommended reliable RNASeq threshold of an FPKM = 1 (Warden et al., 2013; Massonnet, 2015) throughout all developmental stages and treatments were excluded from further analyses.

RT-PCR analysis of six genes that showed significant upregulation in response to the exposure treatment was conducted and validated the accuracy of the RNASeq results (Figure S3). Predominantly, the general expression trend throughout development of each of the genes was similar when comparing the RNASeq and RT-PCR results for control and exposed grapes. These initial analyses not only established confidence in the experimental design and the repeatability among biological replicates, but it further established the accuracy of the RNASeq method and subsequent results generated.

### Developmental biomarker analysis

In total, the expression of 4,975 genes was identified as developmental phase-specific biomarkers responsible for the greatest transcriptional differences between the green and ripening developmental stages. 

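An OPLS-DA model with 1 predictive and 1 orthogonal component was fitted to the 11 control samples, with the 6 samples of EL31 and EL33 as the green class and the 5 samples of EL35 and EL38 as the ripening class. FPKM of the 20205 genes tested for differential expression, which were filtered over all 8 groups, were centred and scaled by the Pareto method. The paper's text names neither the scaling nor the number of components. The correlation of a gene with the predictive component was at least 0.8 in size for 3929 genes. The number of orthogonal components moved this count most, to 288 genes without an orthogonal component.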

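Of the genes past this threshold, 2143 had a correlation of at least 0.8 and were higher in ripening berries, and 1786 had a correlation of -0.8 or lower. Without the gene VIT_14s0060g01730, which was listed at 22800000.0 FPKM in EL33 control replicate 1 and at 0 in the other control samples, the counts were 2420 and 2802. Table S4 as provided lists 1999 genes in each direction. In the model, 1542 of the listed positive genes were at 0.8 or above and 1476 of the listed negative genes at -0.8 or below, and 1976 and 1945 had the sign of the list. Listed genes outside the tested genes counted as not passing. With unit variance scaling, 1976 and 1945 of the listed genes passed 0.8 in size, so the lower overlap rested on the Pareto scaling. The total counts were then 2216 and 2647, closer to the paper's than with Pareto scaling.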

2,242 and 2,733 of these genes were positively and negatively correlated (Correlation value ≥ 0.8) to the separation, respectively (Table S4).

The expression of these markers was comparable to previously established markers for grape berry development (Zamboni et al., 2010; Palumbo et al., 2014). Furthermore, the expression of 81% of these shared markers developmental markers were not affected by the treatment. The remaining nine genes responsible for the 19% of developmental biomarkers that were affected by the treatment included an auxin-responsive gene (SAUR29; VIT_16s0098g01150), two genes encoding protein subunits of photosystem I and II (VIT_12s0028g01080, VIT_05s0020g03180) and a calmodulin-binding heat shock protein (VIT_14s0006g01030). 

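SAUR29 was at 34.04 ± 22.8 FPKM (SD, n = 3) in exposed and 4.12 ± 1.46 FPKM (SD, n = 3) in control grapes at EL33, a log2 fold change of 2.74 (standard error 0.49, adjusted p = 0.00441). The exposed replicates ranged from 9.36 to 54.2 FPKM, and the gene also rose from EL33 to EL35 in control grapes. The PSBP gene of photosystem II, VIT_12s0028g01080, had a log2 fold change of 0.71 (adjusted p = 0.0231) at EL31 and 0.66 (adjusted p = 0.0446) at EL33. These calls were kept in 17 and 7 of the 21 fits that each left out 1 sample. For the photosystem I subunit gene VIT_05s0020g03180, the log2 fold change was 0.52 (adjusted p = 0.228) at EL31, and it did not pass the threshold at any stage. The calmodulin-binding heat shock protein gene VIT_14s0006g01030 had a log2 fold change of 0.52 (adjusted p = 0.0184) at EL33, 0.71 (adjusted p = 0.00139) at EL35 and -0.35 (adjusted p = 0.140) at EL38.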

The results are summarized in Figure S3.

### Transcriptional response of the berries to increased exposure

#### Transcripts that were unaffected

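Among the 20205 genes tested, 945 were differentially expressed at EL31, 706 at EL33, 673 at EL35 and 967 at EL38. At an unadjusted p of at most 0.05 the numbers were 2879, 3314, 3083 and 3564. The other tested genes, 19260, 19499, 19532 and 19238 at the 4 stages, did not pass the threshold. In total, 2377 genes were differentially expressed at 1 stage or more, and 68 at all 4 stages, of which 62 were raised at each stage and 3 lowered at each stage. At EL33, EL35 and EL38 the largest change came from fitting each stage alone, with the variance taken from the samples of that stage only, which gave 8, 76 and 50 genes. At EL31 this fit gave 755 genes, and the largest change came from a threshold of 0.01 on the adjusted p, with 448 genes.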

The number of annotated genes that were either not expressed, unaffected by the leaf removal treatment or differentially expressed when comparing exposed to control grapes at each of the phenological stages are summarized in Figure 2.

**Figure 2:**
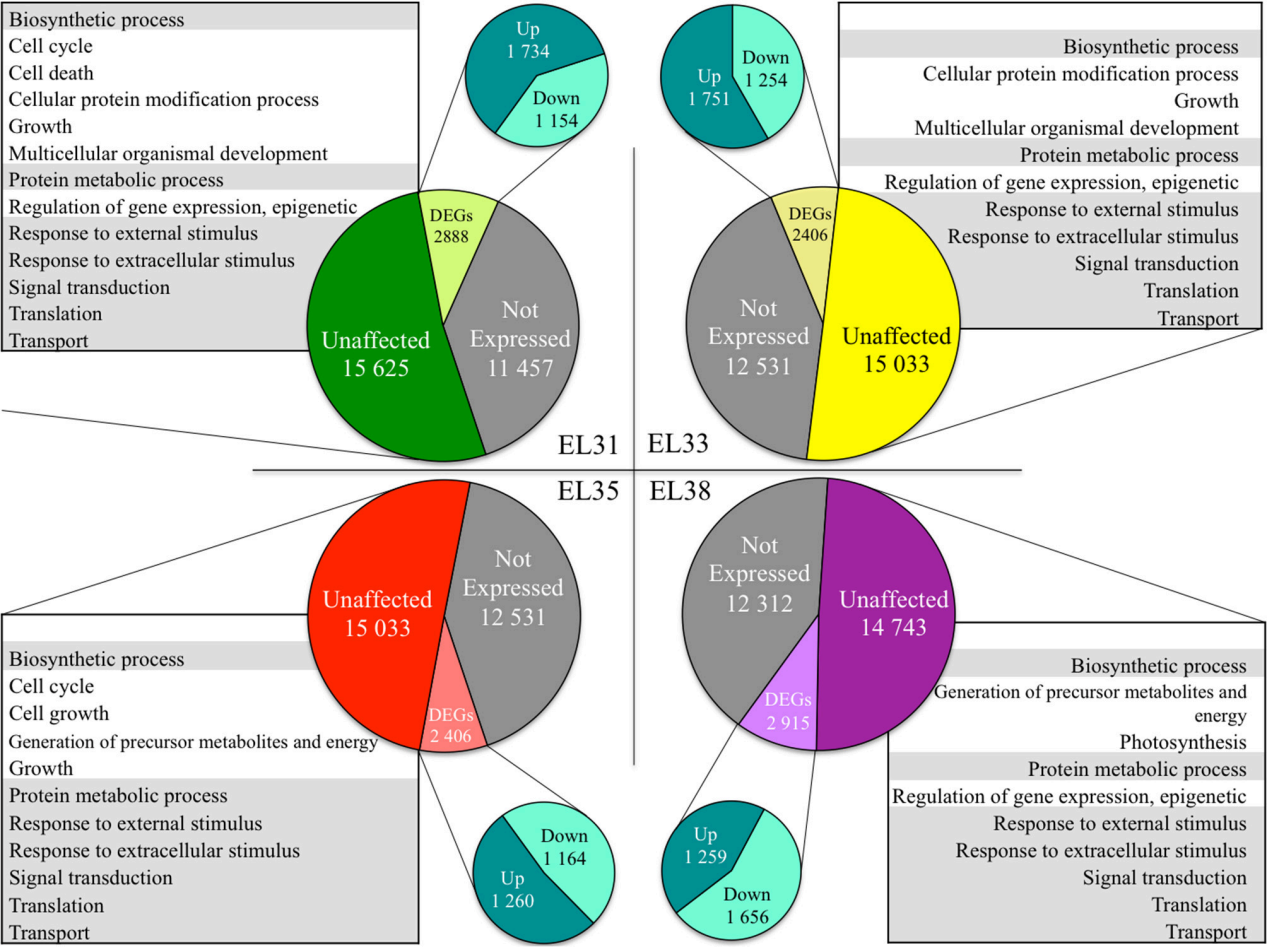
Pie charts representing the number of genes in the grapevine genome either not expressed, significantly unaffected (*q* ≥ 0.05) and significantly differentially expressed in response to elevated light (*q* ≤ 0.05) at the four phenological stages, respectively. The GO terms significantly enriched representing the genes unaffected by the treatment at each phenological stage are summarized in tables. Gray shading represents GO terms that were commonly unaffected throughout berry development.

GO enrichment analysis of the genes statistically unaffected by the light treatment revealed that GO terms associated with growth and development were enriched throughout development. Among these were GO terms related to “Biosynthetic process,” “Signal transduction,” “Protein metabolic process,” “Translation,” “Transport,” and “Response to external stimulus” (Figure 2). Furthermore, during the developmental stages in which the berries were photosynthetically active and growing in size (EL31, EL33, and EL35), genes associated with the GO terms “Growth” and “Multicellular organismal development” were unaffected by the treatment at EL31 and EL33 as well.

#### Transcripts that were differentially expressed as a consequence of the treatment

By implementing Cuffdiff software, transcripts that were significantly differentially expressed (*q* ≤ 0.05) when comparing exposed to control grapes could be identified. 

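By limma, the exposed grapes had 767 raised and 178 lowered genes at EL31, 514 and 192 at EL33, 439 and 234 at EL35, and 308 and 659 at EL38. As a share of the genes tested, these were 4.68%, 3.49%, 3.33% and 4.79% in both directions together.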

For each of the four developmental stages being evaluated, the percentage of differentially expressed genes (DEGs) were calculated and the genes that were either significantly up or downregulated in response to the leaf removal treatment could be explored by implementing GO enrichment analysis. The results of these analyses are summarized in Figure 3.

**Figure 3:**
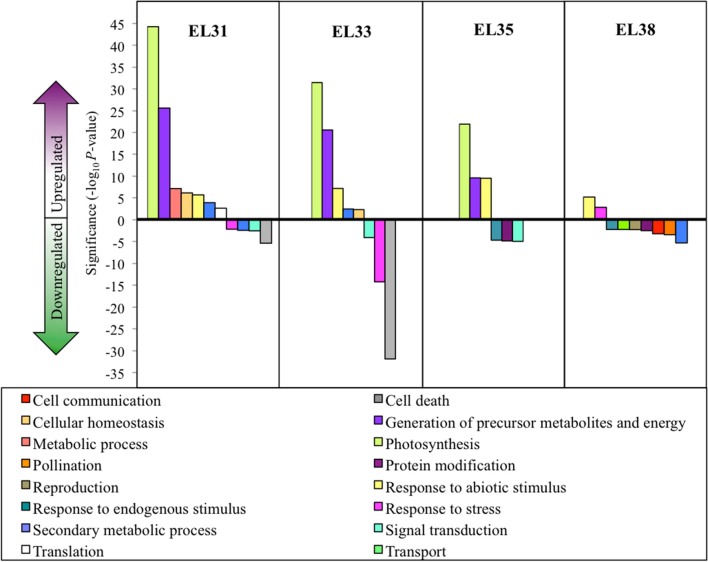
Grape berry transcripts that are significantly differentially expressed in response to elevated light exposure at four phenological stages. Significantly enriched GO categories (*q* ≤ 0.05) at each phenological stage. Significance is represented as log_10_ *P*-values of each GO category with positive values indicating upregulation and negative values indicating downregulation.

These results revealed that grape berries were most significantly affected by the treatment on a transcriptional level during the early developmental stages (EL31 and EL33) and the global description of the biological processes these gene groups were involved with, shared a high degree of similarity between EL31 and EL33 grapes. 

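At both EL31 and EL33, 369 genes were differentially expressed, each in the same direction at both stages. The median log2 fold change of all genes tested was -0.033 at EL31 and -0.02 at EL33, so the raised genes did not rest on a shift of all genes.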

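Photosynthesis genes were tested as a set with limma's camera test, which compares the fold changes of a set with those of the other genes and allows for a correlation of 0.01 between genes. No GO annotation was at hand, so the set was taken by keywords from the annotations in Table S4, whose 3348 tested genes with a known annotation were the background. Table S4 as provided lists 1999 developmental biomarkers in each direction, fewer than the paper counts. The set tests therefore cover only these biomarkers and not all genes of a function. The 34 genes of the set had a mean log2 fold change of 0.64 at EL31 (adjusted p = 4.42e-16 over 12 tests of 3 sets at 4 stages), 0.45 at EL33 (adjusted p = 5.59e-07) and 0.43 at EL35 (adjusted p = 1.55e-10). Fold changes were positive for 32, 32 and 30 of the 34 genes, and 17, 8 and 4 were raised past the threshold. The camera p was as small in 1 of the 4 comparable splits of the samples at EL31, the real one, but in 3 of 4 at EL33 and 2 of 4 at EL35, so at EL33 and EL35 it does not separate exposure from other differences between samples. With 4 splits, 1 of 4 is the smallest share possible, and the other splits at EL31 gave camera p of 0.000101, 3.25e-06 and 1.33e-10, so chance is not excluded there either.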

GO terms associated with photosynthesis and the generation of precursor metabolites and energy were very highly upregulated in exposed grapes until véraison. 

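The set of 61 genes annotated with disease or nematode resistance had a mean log2 fold change of -0.25 at EL31 (camera, adjusted p = 1.45e-05) and -0.38 at EL33 (adjusted p = 1.06e-09). At both stages 52 of the 61 genes had a negative fold change. Single genes passed the threshold rarely: 0 were lowered at EL31 and 2 at EL33, with 10 and 21 lowered at an unadjusted p of at most 0.05. At EL35 the mean was -0.088 (adjusted p = 0.137), and 3 of the 4 comparable splits of the samples gave a camera p as small. At EL31 the other 3 splits gave a camera p of 0.587, 3.95e-05 and 0.000196, against 8.43e-06 for exposure before adjustment. At EL33 they gave 4.96e-06, 0.0513 and 1.17e-05, against 2.66e-10. These are larger than for exposure, though a share of 1 in 4 does not exclude chance.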

In the green grapes, especially during EL33, genes associated with the GO terms “cell death” and “response to stress” were among the most significantly downregulated functional groups, exclusively representing genes associated with disease and nematode resistance.

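At EL38 the comparison rested on 2 control and 3 exposed samples. With the range of the sample numbers (fifties or sixties) as a block within each stage, the number of differentially expressed genes at EL38 was 97. Both control samples share this range with 1 exposed sample, and a comparison of the 5 samples by number range alone gave 457 genes. The heat shock and chaperone set of 29 genes had a mean log2 fold change of 0.29 (camera, adjusted p = 0.00359), against 0.58, 0.41 and 0.73 at EL31, EL33 and EL35 (adjusted p = 1.04e-05, 0.00379 and 5.70e-09). With the number range as a block, this set did not pass at EL38. The split by number range gave it a camera p of 1.92e-05 at EL38, against 0.00239 for exposure before adjustment. Exposure and number range therefore cannot be told apart for this set at EL38.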

Although ripe berries had the highest number of DEGs in response to the treatment, the enrichment of the GO terms affected by the treatment were lower in comparison to the preceding developmental stages. These enriched GO terms were further associated with genes that were significantly downregulated in response to the treatment as opposed to the preceding stages that were dominated by upregulation in response to increased exposure.

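Of the differentially expressed genes, 81.2% were raised at EL31, 72.8% at EL33, 65.2% at EL35 and 31.9% at EL38. Under quantile normalization between samples the share at EL38 was 39.9%. At EL38 the photosynthesis set had a mean log2 fold change of -0.25 (camera, adjusted p = 0.0175) and the disease resistance set one of -0.28 (adjusted p = 0.0309), which did not pass the threshold under quantile normalization (adjusted p = 0.117). In the photosynthesis set, 0 single genes were lowered past the threshold and 7 at an unadjusted p of at most 0.05. A different split of the 5 samples at EL38 gave a smaller camera p for the photosynthesis and disease resistance sets than exposure did.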

Out of the 29970 genes included in the grapevine genome, 723 genes showed either significant up or downregulation with a factor greater than 1.5 (log_2_FC) during at least one developmental stage in response to the elevated light treatment. 

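By limma, 526 genes had a log2 fold change of at least 1.5 in size and an adjusted p of at most 0.05 in at least 1 stage. The pseudocount added to FPKM limits the size of the fold change for genes with low FPKM, and with a pseudocount of 1 in place of 0.1 the number was 320. Fitting each stage alone moved it most, to 192.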

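All 431 genes listed in the clusters of Table S6 were among the genes tested. Of these, 248 were differentially expressed at 1 stage or more, and 229 also had a log2 fold change past 1.5 in size at such a stage. Clusters 5 and 6 were changed mostly at a single stage: 20 of the 48 genes of cluster 5 were lowered at EL38, and 12 of the 44 genes of cluster 6 were raised at EL33.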

Clustering analysis revealed that the expression of 431 of these genes could be grouped to seven expression profile clusters as predetermined by the STEM software (Figure 4A), with the GO subcategories provided in Figure 4B and the genes within each cluster summarized in Table S6.

**Figure 4:**
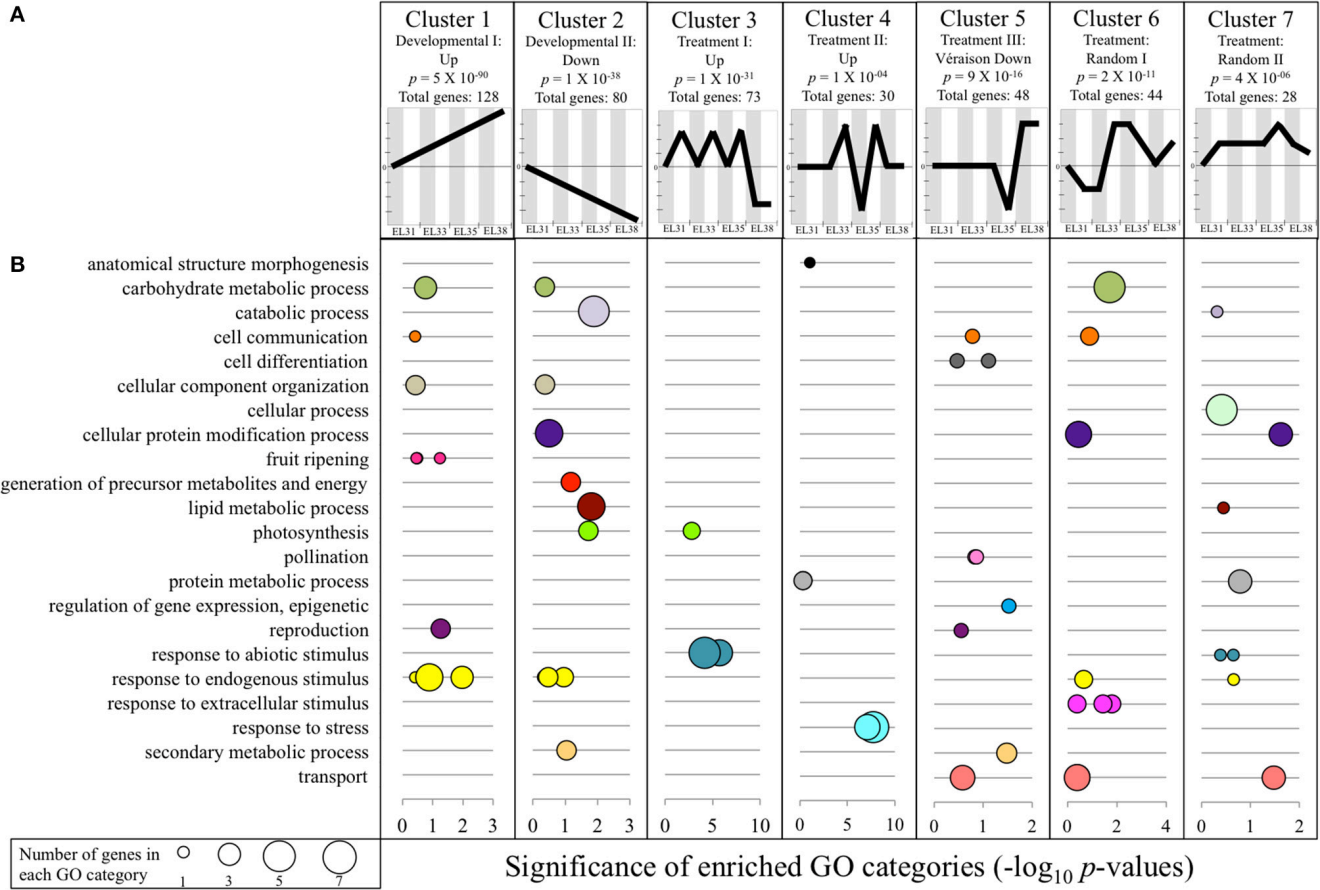
Expression clustering analysis results of all genes differentially regulated (*q* ≤ 0.05) by a log_2_ fold-change higher by a factor of 1.5 (1.5 ≤ log_2_FC ≤ −1.5) in response to elevated light exposure during at least one of the four phenological stages. **(A)** The seven expression profiles to which a significant amount of genes aligned. Shaded columns (gray) indicate the expression of the genes in that specific cluster under control conditions and white columns indicate expression of the same genes under exposed conditions at the developmental stage indicated in the X-axis below. Significance is indicated in each cluster profile representation in the form of a *P*-value. **(B)** Functional GO subcategories of each significantly enriched expression cluster summarized within representative GO terms as summarized by ReviGO. Significance is represented as −log_10_ *P*-values of each subcategory; the size of each data circle indicates the number of genes that is represented within each enriched GO term.

Two of these identified expression clusters (clusters 1 and 2) were represented by genes that followed the predicted developmental progression whilst simultaneously being affected by the treatment. 

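The 128 genes that Table S6 lists in cluster 1 rose with development in control grapes, from a median log2(FPKM + 0.1) of 0.10 at EL31 to 5.55 at EL38. Their median log2 fold change on exposure was 0.15 at EL31, 1.15 at EL33, 0.13 at EL35 and -0.20 at EL38. By limma, 14, 25, 13 and 10 of the genes were raised at the 4 stages, and 14 were lowered at EL38. In the OPLS-DA model of the control samples, 68 of the 128 genes were positive biomarkers. At EL33, exposed replicates 1 and 3 but not exposed replicate 2 had higher values of genes that rise from EL33 to EL35, so the values of such genes at EL33 differed between the exposed replicates.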

Cluster 1 (*p* = 5E^−90^; total of 128 genes) represented genes that were simultaneously driven by the increased exposure treatment as well as developmental cues. Several of the functional annotations were associated with the progression of grape berry development, but also secondary metabolic processes linked to abiotic stress responses. 

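Among the cluster 1 genes, the ethylene-responsive transcription factor gene VIT_14s0108g00050 was at 1.68 ± 0.142 FPKM (SD, n = 3) in exposed and 0.417 ± 0.143 FPKM (SD, n = 2) in control grapes at EL38, a log2 fold change of 1.81 (standard error 0.45, adjusted p = 0.0255). For VIT_07s0031g01980 and VIT_01s0150g00120, which also encode ethylene-responsive transcription factors, the log2 fold changes at EL33 were -0.25 (adjusted p = 0.917) and 1.34 (adjusted p = 0.0715). UCP5 (VIT_18s0001g07320) had log2 fold changes of 1.58 (adjusted p = 0.00526) at EL31 and 2.04 (adjusted p = 0.00160) at EL33. At EL33, GolS4 (VIT_01s0127g00470) was at 86.1 ± 58.3 FPKM (SD, n = 3) in exposed and 21.1 ± 1.55 FPKM (SD, n = 3) in control grapes, a log2 fold change of 1.77 (standard error 0.35, adjusted p = 0.00883), with a range of 32.4 to 148 FPKM among the exposed replicates. The gamma-aminobutyric acid transporter gene VIT_13s0074g00570 had a log2 fold change of 1.30 (adjusted p = 0.0655) at EL33. For the anthocyanidin 3-O-glucosyltransferase gene VIT_12s0034g00130 it was 1.19 (adjusted p = 0.0254), 1.51 (adjusted p = 0.00795) and 1.63 (adjusted p = 0.00364) at EL31, EL33 and EL35. The flavanone 3-hydroxylase gene VIT_16s0098g00860 was lowered at EL38, from 38.6 ± 10.3 FPKM (SD, n = 2) in control to 7.22 ± 3.48 FPKM (SD, n = 3) in exposed grapes, a log2 fold change of -2.504 (standard error 0.40, adjusted p = 0.00197).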

Examples of genes within cluster 1 included three Ethylene-responsive transcription factors (VIT_07S0031G01980, VIT_01S0150G00120, VIT_14S0108G00050), a 2-oxoglutarate/malate carrier protein (UCP5; VIT_18S0001G07320) that has been proposed to be involved with acid regulation in grape berries (Chen et al., 2015), a Galactinol synthase (GolS4; VIT_01S0127G00470) involved in the synthesis of the osmoprotectant oligosaccharide, raffinose, a gene encoding a Gamma-aminobutrytic acid transporter (VIT_13S0074G00570), two genes encoding enzymes involved in the phenylpropanoid/flavonoid pathway (anthocyanidin 3-O-glucosyltransferase, VIT_12S0034G00130; Flavanone 3-hydroxylase, VIT_16S0098G00860), as well as the early light-inducible protein (ELIP1, VIT_05S0020G04110) involved in the inhibition of chlorophyll biosynthesis.

Interestingly, 64 of the genes represented by cluster 1 were also identified as developmental biomarkers (Figure S4) of which five were shared with the analyses of Zamboni et al. (2010) and Palumbo et al. (2014). 

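The NCED gene VIT_02s0087g00930 was at 11.9 ± 7.52 FPKM (SD, n = 3) in exposed and 2.53 ± 0.577 FPKM (SD, n = 3) in control grapes at EL33, a log2 fold change of 1.93 (standard error 0.39, adjusted p = 0.00963). The exposed replicates ranged from 3.81 to 18.7 FPKM, and the gene rose from EL33 to EL35 in control grapes, to a mean of 63.7 FPKM. At EL31, EL35 and EL38 its log2 fold change was 0.17 (adjusted p = 0.938), 0.21 (adjusted p = 0.8996) and -0.31 (adjusted p = 0.814).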

One of these genes is a 9-cis-epoxycarotenoid dioxygenase encoding gene (NCED; VIT_02S0087G00930) responsible for the degradation of carotenoids synthesized during the early developmental phases to produce the plant hormone, abscisic acid (ABA) that further plays a pivotal role in plant adaptation to stress.

Cluster 2 represented 80 genes that showed significant downregulation throughout development under exposed conditions, while simultaneously following the same developmental progression. 

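In control grapes, the median log2(FPKM + 0.1) of the 80 genes of cluster 2 fell from 5.47 at EL31 to 1.01 at EL38. The median log2 fold change on exposure was -0.20 at EL31, -0.28 at EL33, -0.22 at EL35 and -1.45 at EL38. Fold changes were negative for 58, 61, 55 and 61 of the genes. By limma, 0, 5, 5 and 40 were lowered (9 at EL31 at an unadjusted p of at most 0.05), and 4, 2, 5 and 3 were raised. The effect of exposure differed between stages for 22 of the 80 genes by limma's F test (adjusted p of at most 0.05), and for 47 at an unadjusted p of at most 0.05.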

Among the GO terms associated with this cluster were “lipid metabolic process” that represented two senescence-associated genes (SAG101, VIT_14S0066G01830, VIT_14S0066G01820) involved in stress-related signaling, as well as the GO terms “photosynthesis” and “generation of precursor metabolites and energy” that both represented genes that encode a photosystem II PsbO protein (VIT_18S0001G11710), an LHB1B1 light harvesting protein (VIT_12S0028G00320) and another a polyphenol oxidase chloroplast precursor (VIT_10S0116G00560). 

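Both SAG101 genes were lowered at EL38: VIT_14s0066g01830 from 2.71 ± 0.772 FPKM (SD, n = 2) in control to 0.698 ± 0.292 FPKM (SD, n = 3) in exposed grapes, a log2 fold change of -1.86 (standard error 0.29, adjusted p = 0.00137), and VIT_14s0066g01820 with a log2 fold change of -1.83 (adjusted p = 0.00373). At EL31 their log2 fold changes were -0.077 (adjusted p = 0.968) and -0.025 (adjusted p = 1.00). The PsbO gene VIT_18s0001g11710 had log2 fold changes of 1.00 (adjusted p = 0.212) at EL31 and -0.42 (adjusted p = 0.720) at EL38, and LHB1B1 (VIT_12s0028g00320) had 1.53 (adjusted p = 0.00105) at EL31 and 0.84 (adjusted p = 0.0966) at EL38. For the polyphenol oxidase gene VIT_10s0116g00560, the log2 fold change at EL38 was -1.42 (standard error 0.27, adjusted p = 0.00490).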

Cluster 2 also contained an Alanine-glyoxylate aminotransferase encoding gene (Alanine-glyoxylate aminotransferase 2 3, mitochondrial, VIT_08S0058G00930) that plays a central role in the photorespiratory pathway and a gene encoding a trehalose-6-phosphate phosphatase (VIT_00S0304G00080) that is known to have an indispensible role in normal plant growth and development. Furthermore, 18 of the genes represented by cluster 2 have been identified as negative biomarkers in this study (Figure S4).

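The alanine-glyoxylate aminotransferase gene was at 159 ± 4.26 FPKM (SD, n = 3) in exposed and 50.2 ± 11.2 FPKM (SD, n = 3) in control grapes at EL31, a log2 fold change of 1.68 (standard error 0.19, adjusted p = 3.32e-05). Its log2 fold change was 0.68 (adjusted p = 0.0608) at EL33, 0.05 (adjusted p = 0.979) at EL35 and -0.26 (adjusted p = 0.619) at EL38. The trehalose-6-phosphate phosphatase gene was raised at EL38, with 2.37 ± 0.917 FPKM (SD, n = 3) in exposed and 0.695 ± 0.336 FPKM (SD, n = 2) in control grapes and a log2 fold change of 1.64 (standard error 0.30, adjusted p = 0.00453), and at EL31 its log2 fold change was -0.16 (adjusted p = 0.8997).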

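In the OPLS-DA model with Pareto scaling, 9 of the 80 genes of cluster 2 had a correlation of -0.8 or lower. With unit variance scaling the number was 18, and this count rested on the choice of scaling.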

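Of the 73 genes of cluster 3, 50, 44, 43 and 26 were raised at EL31, EL33, EL35 and EL38, with median log2 fold changes of 1.63, 1.27, 1.75 and 0.67. At EL38, 6 genes of this cluster were lowered. The 30 genes of cluster 4 had a median log2(FPKM + 0.1) between 2.59 and 4.93 in control grapes of the 4 stages, and between 5.40 and 7.62 in exposed grapes. These genes were grouped by the authors from their response in the same samples.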

Clusters 3 and 4 (Figure 4) contained genes that were highly responsive to the elevated light exposure treatment regardless of the developmental profile. The genes represented by these clusters show strong functional associations to the activation of several protection mechanisms of the photosynthetic machinery, activated at either the first (EL31) or the second green developmental stage (EL33). 

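The heat shock factor gene VIT_04s0008g01110 was at 249 ± 72.5 FPKM (SD, n = 3) in exposed and 30.7 ± 1.42 FPKM (SD, n = 3) in control grapes at EL35, a log2 fold change of 2.97 (standard error 0.41, adjusted p = 0.000280). At EL31 and EL38 its log2 fold change was 2.04 (adjusted p = 0.00591) and 2.42 (adjusted p = 0.00549), and at EL33 it was 1.13 (adjusted p = 0.154). Multiprotein-bridging factor 1 (VIT_11s0016g04080) had log2 fold changes of 2.12 (adjusted p = 5.16e-06) at EL31, 1.06 (adjusted p = 0.00533) at EL33 and 2.29 (adjusted p = 2.83e-06) at EL35, whereas at EL38 the value was -0.073 (adjusted p = 0.949).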

Several heat shock protein (HSP) encoding genes, including the well-known abiotic stress signaling regulator, heat shock factor 2A (VIT_04S0008G01110), alongside its putative co-activator, Multiprotein-bridging factor 1 (VIT_11S0016G04080), as well as small HSPs formed part of these clusters.

Cluster 3 further represented several genes that contributed to the GO term, “photosynthesis.” These included a gene encoding a chloroplastic carbonic anhydrase (VIT_14S0066G01210) critical in the maintenance of the rate of photosynthetic CO_2_ fixation, and a photosystem II protein encoding gene (PsbP, VIT_13S0019G00320) that forms part of the oxygen evolving complex of PSII, specifically contributing toward its stabilization. Furthermore, a WUSCHEL encoding gene (VIT_18S0001G10160) was present in this cluster that represents a member of a transcription factor gene family involved in reproductive organ development, hormone signaling and abiotic stress response in several plant species.

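The carbonic anhydrase gene was at 57.04 ± 7.76 FPKM (SD, n = 3) in exposed and 17.5 ± 4.59 FPKM (SD, n = 3) in control grapes at EL31, a log2 fold change of 1.72 (standard error 0.22, adjusted p = 0.000108). At EL33 its log2 fold change was 1.55 (adjusted p = 0.00111), and at EL35 and EL38 it was 0.81 (adjusted p = 0.0510) and 0.48 (adjusted p = 0.330). PsbP was at 13.3 ± 2.20 FPKM (SD, n = 3) in exposed and 3.73 ± 2.01 FPKM (SD, n = 3) in control grapes at EL31, a log2 fold change of 1.92 (standard error 0.39, adjusted p = 0.00591), and its log2 fold change at EL33 was 1.12 (adjusted p = 0.133).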

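WUSCHEL was at 5.16 ± 1.58 FPKM (SD, n = 3) in exposed and 1.13 ± 0.300 FPKM (SD, n = 3) in control grapes at EL33, a log2 fold change of 2.07 (standard error 0.31, adjusted p = 0.00147). This gene also rose in control grapes, to 18.0 FPKM at EL35. At EL31, EL35 and EL38 the log2 fold change was 0.012 (adjusted p = 1.00), 0.65 (adjusted p = 0.340) and -0.58 (adjusted p = 0.444).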

The 30 genes represented by expression cluster 4 show significantly higher expression from EL33 until véraison after which the expression of these genes was unaffected in ripe berries in response to the treatment. 

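By limma, 28 of the 30 genes were raised at EL31, 25 at EL33, 29 at EL35 and 19 at EL38. The median log2 fold change was 3.65, 2.59, 3.84 and 1.89 at these stages, with quartiles of 1.23 and 2.52 at EL38. All 30 genes had a positive fold change at every stage. The effect differed between stages for 3 of the 30 genes by limma's F test (adjusted p of at most 0.05), and for 21 at an unadjusted p of at most 0.05.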

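The calmodulin gene VIT_18s0122g00180 was at 58.99 ± 11.2 FPKM (SD, n = 3) in exposed and 4.99 ± 2.68 FPKM (SD, n = 3) in control grapes at EL35, a log2 fold change of 3.69 (standard error 0.65, adjusted p = 0.00273). Its log2 fold change was 2.31 (adjusted p = 0.0493) at EL31, 2.23 (adjusted p = 0.0700) at EL33 and 1.20 (adjusted p = 0.440) at EL38. The call at EL31 was kept in only 5 of the 21 fits that each left out 1 sample. The FtsH protease gene VIT_14s0108g00590 was at 8.74 FPKM in exposed and 0.660 FPKM in control grapes on average at EL33.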

Among the 24 genes within this cluster that had been functionally annotated, an FtsH protease encoding gene (VIT_14S0108G00590), known to be involved in the efficient turnover of the D1 protein of PSII in response to photooxidation, as well as a Calmodulin encoding gene (VIT_18S0122G00180) known to be involved in stress perception and signaling related to cellular calcium ion (Ca^2+^) concentration in plants were included. Furthermore, this cluster represented genes encoding a galactinol synthase (VIT_07S0005G01970), a Methyl jasmonate esterase (VIT_00S0253G00150) and a 2-oxoglutarate-dependent dioxygenase (VIT_05S0049G00220) among others. 

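The galactinol synthase gene was at 112 ± 16.8 FPKM (SD, n = 3) in exposed and 2.11 ± 0.826 FPKM (SD, n = 3) in control grapes at EL31, a log2 fold change of 5.71 (standard error 0.42, adjusted p = 8.54e-07). At EL33, EL35 and EL38 its log2 fold change was 2.93 (adjusted p = 0.00112), 4.07 (adjusted p = 1.40e-05) and 2.84 (adjusted p = 0.00233). For the methyl jasmonate esterase gene the log2 fold change was 1.48 (adjusted p = 0.0471) at EL31 and 2.38 (adjusted p = 0.00228) at EL35, and the values at EL33 and EL38, 1.46 (adjusted p = 0.0594) and 1.53 (adjusted p = 0.0666), did not pass the threshold. The 2-oxoglutarate-dependent dioxygenase gene had log2 fold changes of 1.47 (adjusted p = 0.0106) at EL31, 1.58 (adjusted p = 0.00893) at EL35 and 1.32 (adjusted p = 0.0409) at EL38.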

Clusters 3 and 4 therefore point toward the activation and maintenance of light stress mitigation strategies during the green developmental stages.

The remaining three clusters (clusters 5, 6, and 7) represented genes that were differentially affected by elevated light exposure according to neither a unique developmental pattern nor consistently by the treatment (Figure 4; Table S6). Due to the random and complex nature of their transcriptional responses, these gene clusters were not further investigated for the purpose of this study.

In the second step taken to elucidate which transcriptional elements are the most significantly affected by elevated light exposure at each individual stage, genes that show a Log_2_ fold change (Log_2_FC) either higher than 2 or lower than −2 in exposed compared to control grapes were further explored. In total, 245 and 157 genes were up and downregulated in exposed compared to control grapes according to these criteria, respectively. These genes are listed in Table S5 and their functional associations are summarized in Figure 5.

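With an adjusted p of at most 0.05 from limma, 183 genes were raised to a log2 fold change of at least 2 and 131 were lowered to -2 or less in at least 1 stage. With a pseudocount of 1, which limits the fold change of genes with low FPKM, the numbers were 111 and 56. Table S5 has 525 entries of a gene at a stage, all of which were tested, and 292 of them passed limma's threshold at that stage. All entries had the sign of the table. For 102 entries 1 of the groups was listed at 0 in every sample, and limma called 23 of these. The values of exposed and control samples did not overlap for 367 entries. The entries were chosen for a large fold change in the same samples, so the chance share of unselected genes does not apply to this count.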

**Figure 5:**
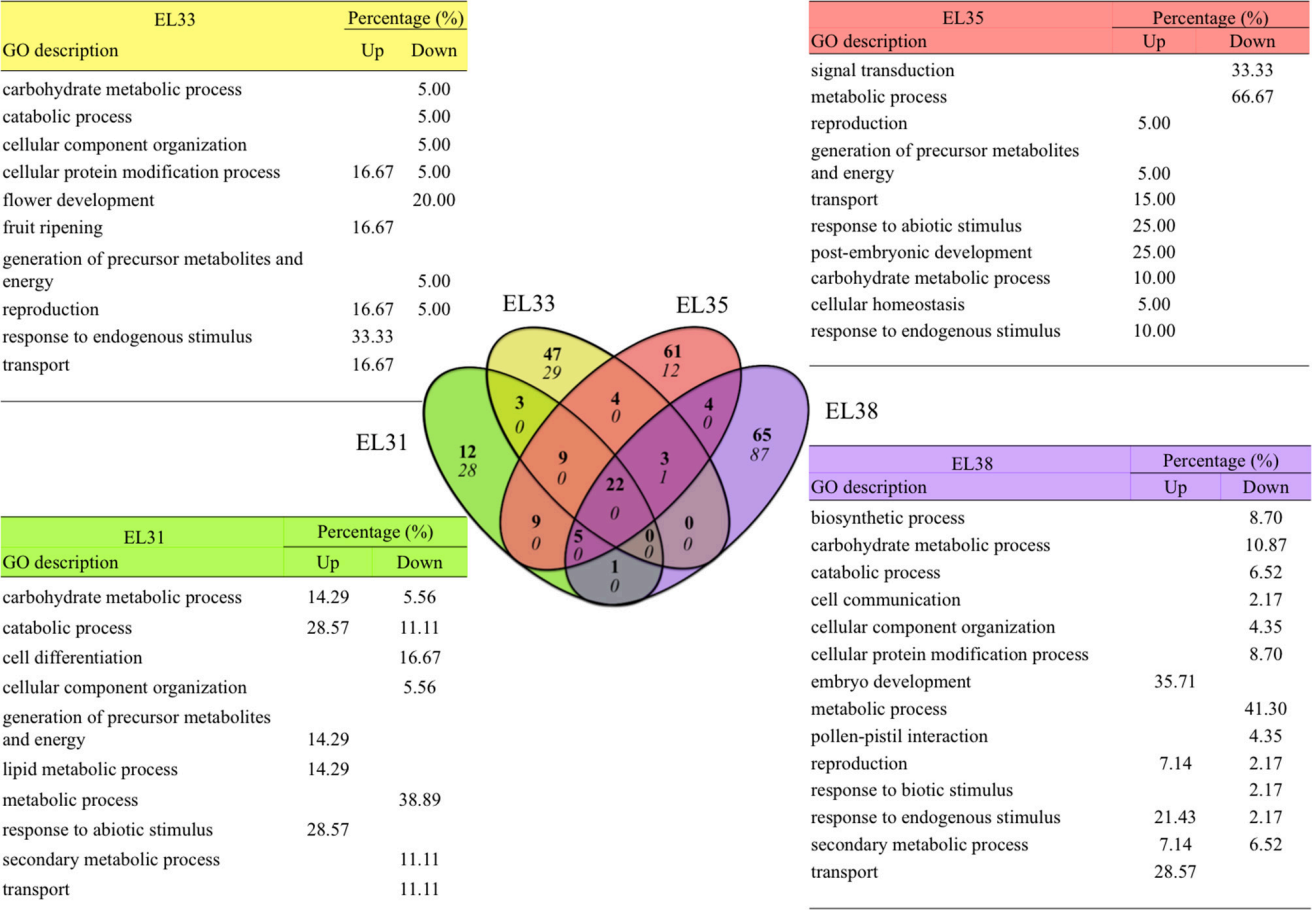
Venn diagram summarizing the functional associations of the genes up or downregulated by a Log_2_ fold-change greater than 2 and smaller than −2 when comparing exposed to control grapes at four phenological stages. The number of upregulated genes is indicated in bold and the number of downregulated genes is italicized in the Venn diagram and GO annotations of the genes uniquely highly differentially regulated at each developmental stage. GO descriptions indicate GO terms that were representative of each gene group, percentages indicate the percentage of genes that are represented by each GO description.

Among these 245 significantly upregulated genes, 185 were uniquely upregulated at very high levels at each developmental stage investigated with 12, 47, 61, and 65 genes upregulated (Log_2_FC ≥ 2) at EL31, EL33, EL35, and EL38, respectively. 

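By limma, 112 genes were raised to a log2 fold change of at least 2 at 1 stage only: 19 at EL31, 15 at EL33, 39 at EL35 and 39 at EL38. Of the entries of Table S5, limma called 56 of 61 raised genes at EL31, 51 of 88 at EL33, 71 of 117 at EL35 and 51 of 100 at EL38. The 3 genes with the largest increase at each stage were chosen among those with at least 5 FPKM in exposed grapes and no overlap between the groups. Of these, the heat shock protein gene VIT_13s0019g02820 was at 33.9 ± 10.7 FPKM (SD, n = 3) in exposed and 0.486 ± 0.579 FPKM (SD, n = 3) in control grapes at EL31, a log2 fold change of 6.46 (standard error 0.84, adjusted p = 0.000139), and had one of 7.66 (adjusted p = 2.47e-05) at EL35. At EL33, the class II heat shock protein gene VIT_04s0008g01500 was at 58.1 ± 24.0 FPKM (SD, n = 3) in exposed and 1.98 ± 1.63 FPKM (SD, n = 3) in control grapes, a log2 fold change of 5.00 (standard error 0.90, adjusted p = 0.00441), and VIT_00s0480g00070 had one of 5.70 (standard error 1.27, adjusted p = 0.0184). Several genes were listed at 0 in every control sample of the stage, so no fold is given for them. At EL31 the exposed replicates of VIT_07s0031g01890 were at 18.5, 11.4 and 5.03 FPKM, and those of VIT_10s0003g01970 at 7.39, 6.70 and 5.88 FPKM. At EL35 the heat shock protein gene VIT_13s0019g02760 was at 6.60, 36.7 and 8.74 FPKM in the exposed replicates, and VIT_05s0049g00520 was at 45641, 38941 and 49029 FPKM. At EL38 the exposed replicates of VIT_13s0064g00350 were at 71.2, 174 and 60.7 FPKM, those of VIT_01s0026g00160 at 39.8, 47.6 and 33.6 FPKM and those of VIT_02s0012g03200 at 47.7, 14.5 and 5.63 FPKM. VIT_13s0064g00350 is 1 of 40 genes at 0 in 1 group and at 5 FPKM or more in the other 7. In 100 random groupings of the samples the median number of such genes was 34 and the highest 60, so these zeros need not come from exposure.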

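By limma, 17 genes were lowered to a log2 fold change of -2 or less at EL31 only, 13 at EL33 only, 11 at EL35 only and 88 at EL38 only, and 2 at more than 1 stage. Of the lowered genes in Table S5, limma called 1 of 28 at EL31, 1 of 30 at EL33, 4 of 13 at EL35 and 57 of 88 at EL38. At EL31, every control sample was above every exposed sample for 4 of the 28 listed genes. Every sample numbered in the fifties was above every sample numbered in the sixties for 23 of them. At EL33 these counts were 9 and 12 of 30 genes. Among the lowered genes at EL33, the lipase gene VIT_09s0002g03140 fell from 16.2 ± 8.58 FPKM (SD, n = 3) in control to 3.72 ± 1.20 FPKM (SD, n = 3) in exposed grapes, a log2 fold change of -1.99 (standard error 0.31, adjusted p = 0.00161). The disease resistance gene VIT_16s0050g02100 and the gene VIT_18s0122g00280 had log2 fold changes of -1.87 (adjusted p = 0.00438) and -1.40 (adjusted p = 0.0166). At EL31 the exposed replicates of 3 genes were all listed at 0, and the control replicates were at 2367, 5666 and 3775 FPKM for VIT_16s0098g01120, 39.7, 83.7 and 55.6 FPKM for VIT_00s0125g00230 and 23.6, 22.6 and 50.7 FPKM for VIT_16s0100g00220. At EL35 the same held for VIT_13s0067g01810, with control replicates at 13.7, 88.0 and 11.5 FPKM, and for VIT_17s0000g09540 (CYP71A26), at 3.30, 5.92 and 11.0 FPKM. Of the EL31 genes, VIT_00s0125g00230 and VIT_16s0100g00220 are among the 40 genes at 0 in 1 group and at 5 FPKM or more in the other 7. Such genes were no more frequent than in random groupings, so their zeros need not come from exposure. For VIT_00s0226g00170 the log2 fold change at EL35 was -4.50 (adjusted p = 0.00131). At EL38 the log2 fold changes of VIT_05s0029g00510, of the HcrVf1 protein gene VIT_01s0010g03430 and of VIT_17s0000g00650 were -5.40 (adjusted p = 0.0295), -5.05 (adjusted p = 0.0402) and -4.53 (adjusted p = 0.00665), and at least 1 exposed replicate of each was listed at 0.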

Out of the 157 genes that were most significantly downregulated (Log_2_FC ≤ −2), 156 of these genes were uniquely downregulated at either EL31 (28 genes), EL33 (29 genes), EL35 (12), or EL38 (87) in response to elevated light exposure. 

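By limma, 71 genes were raised to a log2 fold change of at least 2 at more than 1 stage, and 22 of them at all 4 stages.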

Several genes were similarly upregulated in various developmental stages (Figure 5). These genes, their functional annotations and the significance of their differential expression (*q*-values) are summarized in Table S7.

### Metabolic processes most affected by elevated light exposure

The global transcriptional analysis of Sauvignon blanc grape berries yielded insights into which metabolic processes are most affected by elevated light exposure. Gene expression involved in photosynthesis and the synthesis of flavonoid compounds were most significantly activated by the light treatment, which warranted further investigation into how subsequent primary and secondary metabolism of the grape berries was affected by the treatment. In order to investigate these metabolic processes, the synthesis and degradation of the amino acid transcription and composition was further investigated and explored in the context of how this AA metabolism may affect secondary metabolism in response to elevated light exposure in the berry bunch zone.

#### Protection of the photosynthetic machinery

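For the 24 genes of photosystems I and II, the median log2 fold change was 0.89 at EL31 (0.62 to 1.92), 0.90 at EL33 (0.27 to 1.39), 0.74 at EL35 (0.22 to 1.55) and -0.21 at EL38 (-1.40 to 0.92).

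**Figure D2:**
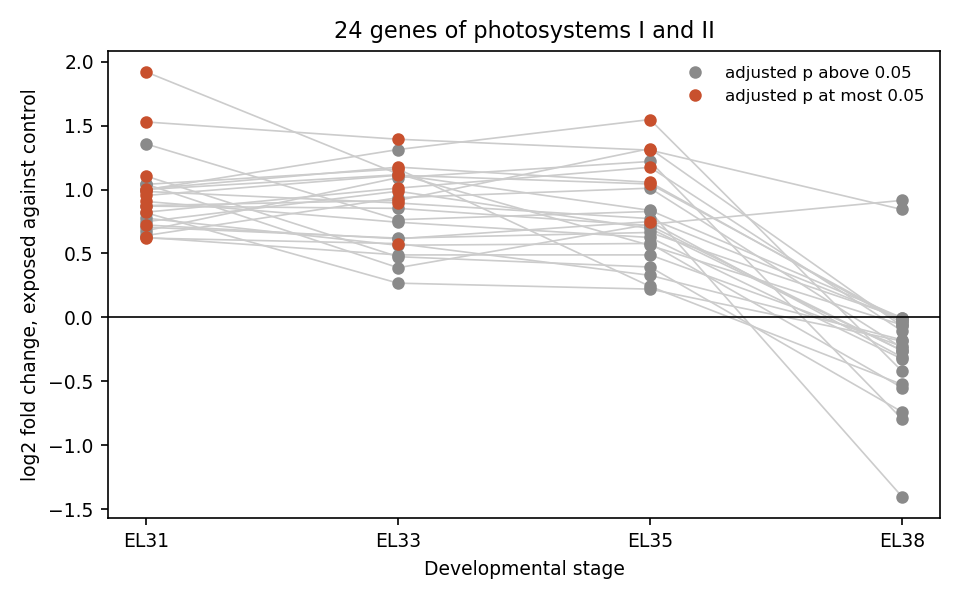
The log2 fold change between exposed and control grapes (vertical axis) of the 24 photosystem genes at each developmental stage (horizontal axis), with 1 point per gene and grey lines joining the points of a gene. All 24 genes lie above 0 at EL31, EL33 and EL35, and 22 lie below 0 at EL38.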

The 24 genes included in the investigation of PSI and PSII, their functional annotations and the Log_2_ fold change of the expression of each gene when comparing exposed to control grapes at each developmental stage is summarized in Figure 6. Every gene included in this analysis was significantly upregulated (*q* ≤ 0.05) in response to the leaf removal treatment at EL31.

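At EL31 all 24 genes had a positive fold change, and 12 passed an adjusted p of at most 0.05 over all genes tested. Adjusted over the 24 genes alone, 20 passed, and 20 had an unadjusted p of at most 0.05. With each stage fitted alone, 17 genes passed at EL31, after quantile normalization 6, and with the replicate number as a block 4. These 17 and 4 were the highest and lowest numbers over the alternatives. In the other 3 comparable splits of the samples of this stage, 0 of the 24 genes passed.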

**Figure 6:**
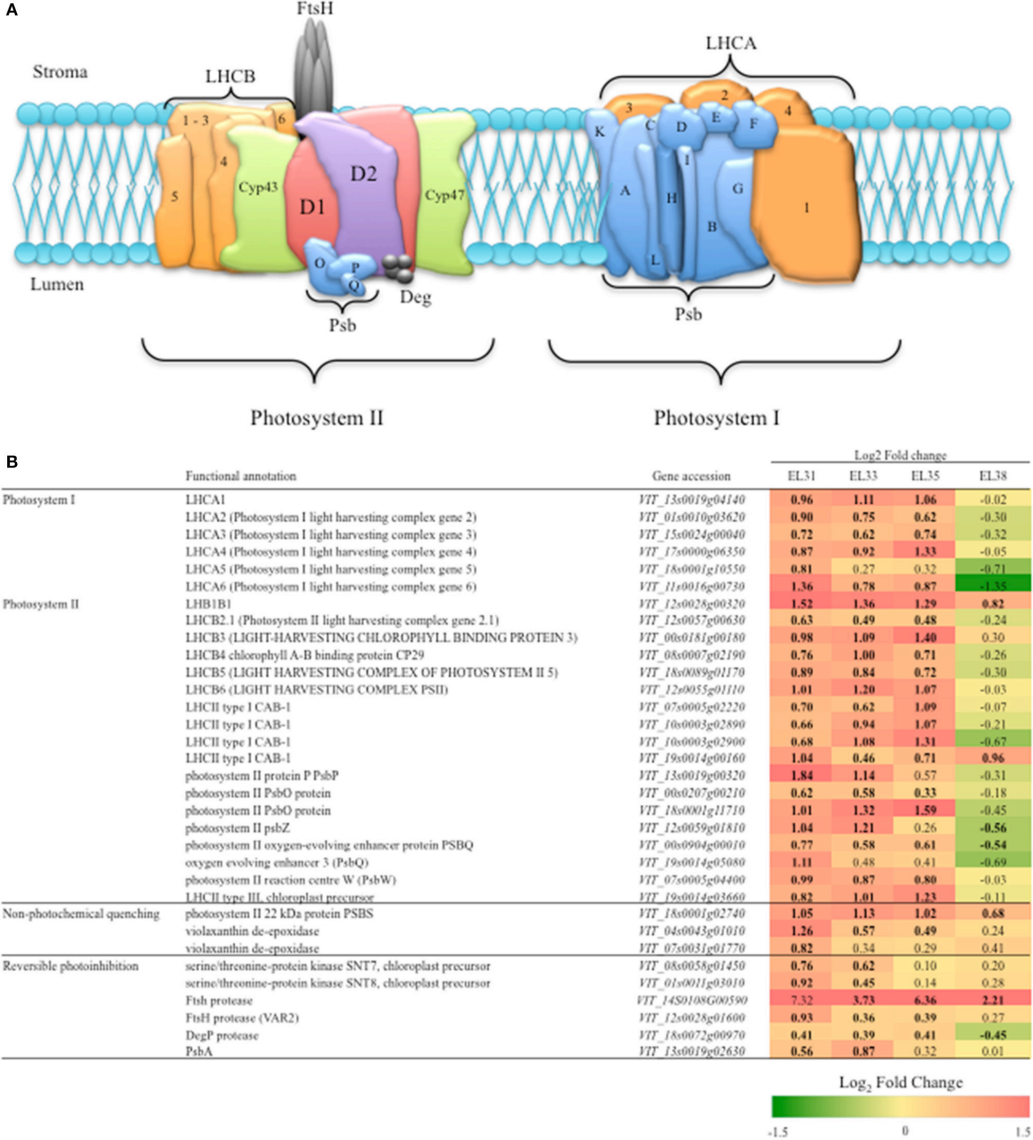
Grape berry photosynthesis and mechanisms of photoprotection. **(A)** A Simplified schematic model of the photosynthetic machinery located in the thylakoid membrane within the chloroplasts. **(B)** A table of representative candidate genes involved in photosystem I and II and two mechanisms of photoprotection in the form of non-photochemical quenching and reversible photoinhibition (RPI), their accessions and the log_2_ fold-change when comparing their expression levels (FPKM) between exposed and control grapes at each developmental stage. Significant differences in expression between exposed and control grapes are indicated in bold.

Similarly, during EL33 and EL35, most of the genes of PSI and PSII remained significantly upregulated with the exception of one LHCA gene (LHCA5, VIT_18s0001g10550), two Psb encoding genes (PsbP, VIT_13s0019g00320; PsbZ, VIT_12s0059g01810) that were unaffected from véraison onwards and a PsbQ (VIT_19s0014g05080) that was unaffected by elevated light exposure from EL33 onwards. 

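By limma, 9 of the 24 genes were raised at EL33 and 7 at EL35, and 18 and 16 when p was adjusted over the 24 genes alone. All 24 fold changes were positive at both stages, also under median-of-ratios scaling and quantile normalization. LHCA5 had a log2 fold change of 0.27 (adjusted p = 0.856) at EL33 and 0.22 (adjusted p = 0.920) at EL35. At EL35 it was 0.56 (adjusted p = 0.566) for PsbP and 0.24 (adjusted p = 0.817) for PsbZ. PsbQ had 0.47 (adjusted p = 0.403) at EL33 and 0.39 (adjusted p = 0.555) at EL35.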

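In ripe berries at EL38, 22 of the 24 genes had a negative fold change, and none passed the threshold in either direction, while 2 were raised and 3 lowered at an unadjusted p of at most 0.05. After quantile normalization, 16 were negative. The LHCII type I CAB-1 gene VIT_19s0014g00160 was at 3.78 ± 0.742 FPKM (SD, n = 3) in exposed and 1.95 ± 0.356 FPKM (SD, n = 2) in control grapes, a log2 fold change of 0.92 (standard error 0.37, adjusted p = 0.201). A difference of the exposure effect between the 4 stages was tested by limma's F test. After adjustment over all genes, 0 of the 24 genes passed (lowest adjusted p = 0.0573), while 18 had an unadjusted p of at most 0.05. The model took samples that share a number at different stages as independent. With the sample number as a random block, the genes that differed between stages rose from 424 to 915 among all genes tested. The 24 genes were not tested that way, so an equal effect at all stages is not shown.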

Thereafter, at EL38, with the exception of one CAB encoding gene (LHCII type I CAB-1, VIT_19s0014g00160), all of the genes evaluated became either unaffected by the treatment or significantly downregulated in response to the treatment.

The genes putatively encoding enzymes involved in photoprotection mechanisms in grapevine have been acquired from *Arabidopsis* orthologs and the log_2_FC of their expression when comparing exposed to control grapes at each developmental stage and is also summarized in Figure 6. 

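For non-photochemical quenching, the violaxanthin de-epoxidase gene VIT_07s0031g01770 had a log2 fold change of 0.81 (adjusted p = 0.00633) at EL31. For reversible photoinhibition, SNT7 (VIT_08s0058g01450) and SNT8 (VIT_01s0011g03010) had log2 fold changes of 0.76 (adjusted p = 0.00112) and 0.92 (adjusted p = 0.00159) at EL31. In total, 3 of the 3 quenching genes and 4 of the 6 photoinhibition genes of Fig. 6B were raised at EL31 by limma.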

At EL31, all the genes encoding the enzymes of both non-photochemical quenching (NPQ) and reversible photoinhibition were significantly upregulated with exception of one FtsH protease-encoding gene (VIT_14S0108G00590). 

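The FtsH protease gene VIT_14s0108g00590 was at 1.73, 2.61 and 2.64 FPKM in the 3 exposed replicates at EL31 and at 0.0156, 0 and 0.0281 FPKM in the 3 control replicates, 1 of which was listed at 0. On log2(FPKM + 0.1) its log2 fold change was 4.39 (standard error 0.71, adjusted p = 0.00102), and the size of this value depends on the pseudocount, since the control values lie below it. With a pseudocount of 1 the log2 fold change at EL31 was 1.70.

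**Figure D3:**
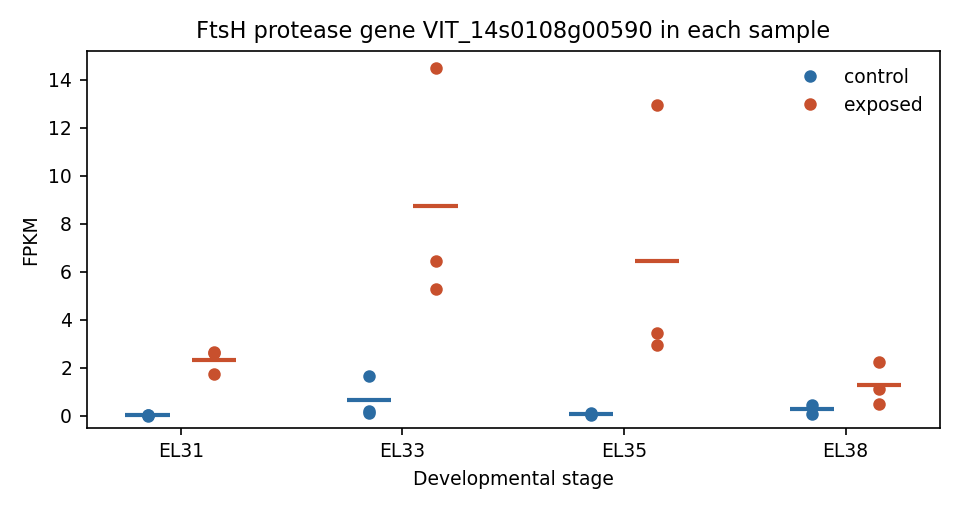
FPKM of the FtsH protease gene (vertical axis) in each exposed and control sample at each developmental stage (horizontal axis), with the mean of each group as a short line. At EL31 every exposed replicate lies above every control replicate.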

Although the abovementioned FtsH protease appeared to be highly upregulated (Log_2_FC = 7.32), it's expression proved to be highly variable among the biological replicates in this study and was therefore not significantly different when comparing exposed to control berries at EL31. The genes encoding NPQ associated proteins that include PsbS (VIT_18s0001g02740) and one violaxanthin deepoxidase enzyme (VDE) encoding gene (VIT_04s0043g01010) were strongly upregulated by the treatment at EL31. 

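PsbS was at 892 ± 203 FPKM (SD, n = 3) in exposed and 432 ± 54.9 FPKM (SD, n = 3) in control grapes at EL31, a log2 fold change of 1.03 (standard error 0.22, adjusted p = 0.00935). The violaxanthin de-epoxidase gene VIT_04s0043g01010 was at 55.9 ± 3.800 FPKM (SD, n = 3) in exposed and 23.4 ± 3.23 FPKM (SD, n = 3) in control grapes, a log2 fold change of 1.26 (standard error 0.15, adjusted p = 6.54e-05). At EL33 its log2 fold change was 0.58 (adjusted p = 0.0442), and at EL35 it was 0.50 (adjusted p = 0.0913). The call at EL33 was kept in only 7 of the 21 fits that each left out 1 sample.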

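At EL33 the exposed replicates of VIT_14s0108g00590 were at 6.45, 14.5 and 5.30 FPKM and the control replicates at 0.200, 0.133 and 1.65 FPKM, a log2 fold change of 4.01 (standard error 0.71, adjusted p = 0.00396). The corresponding log2 fold change at EL35 was 4.88 (standard error 0.71, adjusted p = 0.000433), with exposed replicates at 2.95, 13.0 and 3.45 FPKM and control replicates at 0.0865, 0.0415 and 0.108 FPKM. At EL38 the exposed replicates were at 0.488, 1.11 and 2.23 FPKM and the 2 control replicates at 0.0946 and 0.456 FPKM, and the log2 fold change of 1.85 (standard error 0.79, adjusted p = 0.226) did not pass the threshold. Every exposed sample was above every control sample at each stage.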

At EL33, however, the FtsH protease-encoding gene (VIT_14S0108G00590), putatively responsible for the degradation of damaged copies of the D1 protein, was most significantly and highly upregulated until the berries were ripe (EL38).

#### The effect of elevated light exposure on amino acid metabolism of developing grape berries

HPLC analysis was performed that yielded the concentrations of 23 amino acids at the four developmental stages. The amino acid (AA) concentrations generated for each of the samples generated are included in Table S8. The log_2_FC values and statistical significance between exposed and control grapes are summarized in Table 1. Among these 23 amino acids, the concentrations of eight of these were not affected by the leaf removal treatment at any of the developmental stages evaluated. The only amino acid that was affected by the leaf removal treatment throughout the entire berry development was Gly that was present at significantly higher concentrations from EL31 until EL38.

**Table 1:** The fold change (Log_2_) of the amino acid concentrations (mg/gFW) of developing grapes when comparing exposed to control berries at four phenological stages.

	**Exposed vs. Control (Log_2_ fold change)**			
	**EL31**	**EL33**	**EL35**	**EL38**
Ala	0.26	0.17	−0.29	0.02
Arg	−0.78	0.04	−0.50	−0.38
Asn	0.00	−0.99	−1.04	−1.08
Asp	−1.12	−0.53	−0.87	−1.05
Cys	0.00	−0.28	−1.06	−0.04
Cys-Cys	0.59	−0.06	0.01	0.39
GABA	0.26	0.14	0.39	0.63
Gln	−0.28	−0.82	−0.81	−0.80
Glu	−0.10	−0.14	−0.77	−0.01
Gly	1.55	1.15	0.98	0.31
His	−0.50	−0.11	−0.18	−0.19
Ile	0.00	2.13	−0.37	0.01
Leu	−0.77	0.16	−0.23	0.10
Lys	0.00	1.64	0.40	−0.03
Met	0.45	−0.28	−0.87	0.30
Orn	1.21	0.39	0.48	−0.02
Phe	−0.97	0.15	−0.68	−0.41
Pro	0.66	0.44	0.53	0.30
Ser	0.31	−0.26	−0.07	−0.20
Thr	−0.32	0.12	−0.02	−0.10
Trp	−0.20	−0.39	−0.64	−0.99
Tyr	−0.39	0.13	−0.26	0.01
Val	−0.18	0.56	−0.21	0.22
Tot AA	−0.23	−0.48	−0.56	−0.22

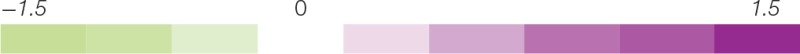

*Values that are statistically different between exposed and control grapes (q ≤ 0.05) are colored according to either higher or lower concentrations. These colors indicate higher or lower log_2_ fold changes between exposed and control grapes based on their concentrations but are not indicative of higher or lower concentrations themselves*.

Taken together these results revealed that, with the exception of Gly, most of the AA concentrations remained unaffected by the treatment until the onset of ripening, followed by the accumulation of significantly altered AA concentrations when comparing exposed to control grapes.

At véraison (EL35) 10 out of the 23 AAs measured were present at significantly lower concentrations in exposed grapes, including the four key nitrogen assimilation AAs, Asp, Asn, Glu, Gln, as well as Ala, Arg, Cys, Met and two aromatic AAs, Phe, and Trp. When the berries achieved ripeness at EL38, GABA, Met, Pro, and Val were present at significantly higher concentrations along with Gly whereas Arg, Asp, Phe, and Trp remained present at lower concentrations in exposed grapes. At this stage, His concentrations were also significantly lower when comparing exposed to control grapes.

To explore the transcriptional regulation of the synthesis and degradation of several of the AAs that were present at altered concentrations in response to the leaf removal treatment, four metabolic pathways including several of the altered AAs were targeted for further investigation. These metabolic pathways included Gly metabolism (Figure 7A), the superpathway of Lys, Met and Thr metabolism (Figure 7B), the superpathway of Trp, Phe, and Tyr metabolism (Figure 7C) and the pathway that involved Pro, Arg, and GABA metabolism (Figure 7D). The genes putatively involved in these metabolic pathways according to the current available gene annotation collection are indicated by numbers in the appropriate diagrams and are summarized in Table S9.

**Figure 7:**
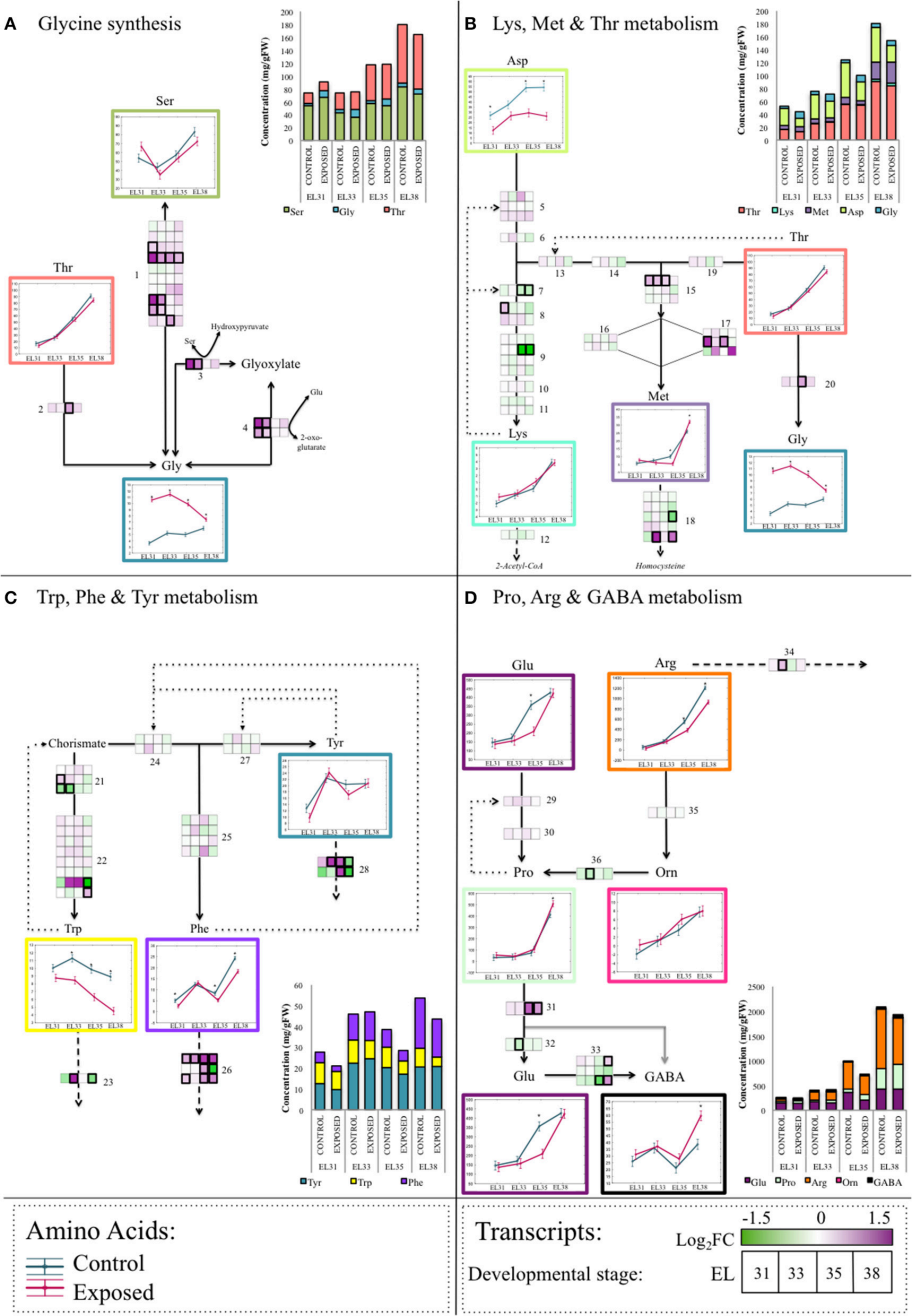
A summarized schematic representation of the four amino acid metabolite and transcriptomic networks analyzed in this study. Enzymatic steps are indicated as black arrowed lines, spontaneous (non-enzymatic) metabolic processes are indicated by gray arrowed lines. **(A)** The network representing the various pathways involved in Gly synthesis. **(B)** The superpathway of Lys, Met, and Thr synthesis from Asp. **(C)** The superpathway of Trp, Phe and Tyr synthesis from chorismate. **(D)** The superpathway of Pro, Arg, and GABA metabolism. Dotted lines represent feedback inhibition loops, whereas striped lines represent catabolic pathways of amino acids not included in this diagram. Blocks indicate the mean-centered log_2_ fold change of the FPKM expression value of the specific transcript encoding the particular enzymatic step at each berry developmental stage when comparing exposed to control samples. Significant differences between FPKM expression values between exposed and control grapes at a particular developmental stage is indicated by a bold frame around the specific gene. Amino acid concentrations [mg/g fresh weight (FW)] are represented as ANOVA line-plots where significant differences (*q* ≤ 0.05) between exposed and control grapes are indicated by an asterisks (^*^). Line graphs representing exposed and control samples are staggered along the x-axis representing the respective developmental stages. The genes represented by numbers are listed in Table S9.

By evaluating these four AA metabolic pathways it became clear that transcription of the biosynthetic enzyme encoding genes were only marginally affected by the leaf removal treatment, whereas the genes encoding enzymes responsible for the degradation of many of the evaluated AAs were transcriptionally far more reactive to the treatment in the ripening period. 

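In pathways B to D of Table S9, 5 of 20 catabolic genes and 4 of 46 biosynthetic genes were differentially expressed by limma at EL35 or EL38, an odds ratio of 3.50 (Fisher's exact test, two-sided, p = 0.116). At EL31 or EL33, 1 catabolic and 3 biosynthetic genes were differentially expressed. Quantile normalization and a fit without a trend in the prior variance moved the odds ratio most, both to 7.33 (Fisher's exact test, p = 0.0230), and with the genes of pathway E included it was 4.67 (p = 0.0389 from the same exact test). In the other direction, p was 0.232 without EL35 exposed replicate 3 and 0.216 with the range of the sample numbers as a block (same exact test). With each stage fitted alone, no gene of either class was differentially expressed at these stages. Whether the test passed a p of 0.05 therefore depended on the processing.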

The pathway depicting Trp, Phe, and Tyr metabolism (Figure 7C) is one example of this upregulation of AA catabolic enzyme encoding genes where the genes responsible for the synthesis of Phe and Tyr were not significantly affected by elevated light exposure at any of the berry developmental stages. 

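Of the 18 biosynthetic genes of the pathway of Trp, Phe and Tyr that were tested, none was differentially expressed at EL31, EL33 or EL35, where 3, 2 and 4 had an unadjusted p of at most 0.05. At EL38, VIT_17s0000g08660 was lowered, with a log2 fold change of -0.25 (adjusted p = 0.0436). It is named here because it was the single gene that passed.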

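The PAL gene VIT_06s0004g02620 was at 10.2 ± 1.29 FPKM (SD, n = 3) in exposed and 4.10 ± 1.08 FPKM (SD, n = 3) in control grapes at EL35, a log2 fold change of 1.32 (standard error 0.22, adjusted p = 0.00151), and had a log2 fold change of 1.21 (adjusted p = 0.00780) at EL38. For the PAL gene VIT_13s0019g04460 the values were 0.67 (adjusted p = 0.0471) at EL35 and 0.88 (adjusted p = 0.0156) at EL38. Its call at EL35 was kept in only 2 of the 21 fits that each left out 1 sample, and its call at EL38 in 20. The third PAL gene, VIT_08s0040g01710, did not pass the threshold at any stage, and its log2 fold change was 0.55 (adjusted p = 0.602) at EL35 and -1.32 (adjusted p = 0.117) at EL38. The Tyr aminotransferase genes VIT_00s0225g00230 and VIT_00s0394g00040 did not pass at any stage either, with log2 fold changes of 0.39 (adjusted p = 0.895) and -0.40 (adjusted p = 0.838) at EL33. At EL35 the values were 1.15 (adjusted p = 0.575) and 1.38 (adjusted p = 0.306). At EL38 they were -0.80 (adjusted p = 0.747) and -1.29 (adjusted p = 0.379).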

The Phe ammonia lyase (PAL) encoding genes (VIT_06s0004g02620, VIT_08s0040g01710, VIT_13s0019g04460) and the Tyr aminotransferase encoding genes (VIT_00s0225g00230, VIT_00s0394g00040) respectively responsible for the degradation of Phe and Tyr were, however, significantly differentially expressed in response to the increased exposure at various stages of berry development.

Increased exposure had distinctly different consequences on grape AA metabolism when comparing green to ripening berries. 

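In pathway A of Table S9, on Gly metabolism, 3 of the 10 genes were raised at EL31. The glycine hydroxymethyltransferase gene VIT_00s0211g00120 was at 150.0 FPKM in exposed and 40.9 FPKM in control grapes on average, a log2 fold change of 1.88 (standard error 0.19, adjusted p = 9.17e-06), and at EL33 its log2 fold change was 0.70 (adjusted p = 0.0448). The serine-glyoxylate aminotransferase gene VIT_06s0009g03740 was at 232 FPKM in exposed and 73.6 FPKM in control grapes at EL31, a log2 fold change of 1.66 (standard error 0.13, adjusted p = 8.64e-07), and at EL33 it had one of 0.79 (adjusted p = 0.00189). For the alanine transaminase gene VIT_00s0225g00130, the log2 fold change at EL31 was 0.64 (adjusted p = 0.0187).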

An example of this developmental, stage-specific metabolism was evident in the upregulation of AA catabolic enzymes in the pathways involved in Gly synthesis (Figure 7A) whereby Gly synthesis from the catabolism of both Ser and Glyoxylate were higher in exposed grapes during the green berry stages under elevated light conditions. Conversely, during the berry ripening stages, the synthesis of Gly from the degradation of Ser and Thr by the upregulation of catabolic enzyme encoding genes were higher in exposed grapes. 

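At EL35, 2 of the 10 genes of this pathway were raised. The threonine aldolase gene VIT_14s0036g00520 had a log2 fold change of 0.62 (standard error 0.10, adjusted p = 0.00122), and the glycine hydroxymethyltransferase gene VIT_00s0211g00120 had one of 0.72 (standard error 0.19, adjusted p = 0.0417). None of the 10 genes passed the threshold at EL38, where the log2 fold changes were 0.27 (adjusted p = 0.199) and 0.48 (adjusted p = 0.229) for these genes.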

The degradation of several of these AAs will make their constituents, whether secondary compounds or other AAs, available as substrates to secondary metabolic processes that warranted further investigation.

#### Metabolic shifts between primary and secondary metabolism in response to elevated light exposure throughout berry development

For the purpose of determining how elevated light exposure could shift developing grape primary and secondary metabolism, a summarized diagram was constructed to evaluate several metabolic branch points by integrating transcriptomic and metabolomic data generated from the same developing grape berries (Figure 8). The diagram overlays the concentrations of AAs, phenolic acids and flavonoid compounds in developing grapes with the expression levels of the transcripts known to be responsible for the enzymatic steps in the metabolic pathway between primary and secondary metabolism (Table S10). This integrated metabolic pathway focused on the branch point at which Shikimic acid could be either utilized toward the synthesis of hydrolysable tannins or toward the synthesis of chorismate, which serves as substrate for multiple downstream metabolic processes that include the synthesis of auxin from Trp or the synthesis of Tyr or Phe. Tyr in turn serves as a substrate for either the synthesis of the lipophilic antioxidants, tocopherol, or the synthesis of hydroxycinnamic acids from tyramine. Phe on the other hand is an aromatic AA that serves as a precursor for the synthesis of several secondary metabolites such as phenolic acids and flavonoid compounds that could serve as antioxidant molecules under abiotic stress conditions.

**Figure 8:**
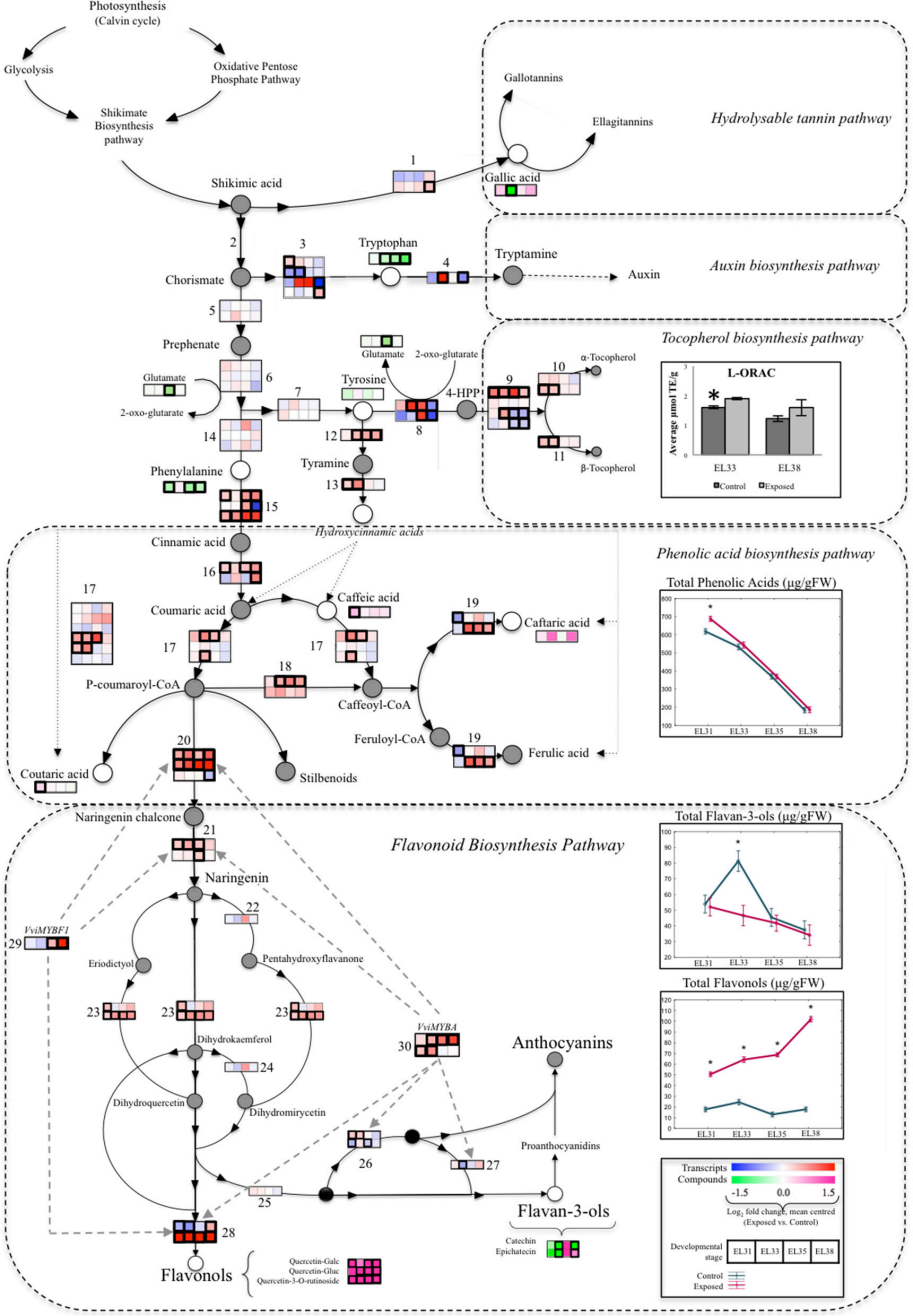
A summarized overview of the branch points between primary berry metabolism toward the phenylpropanoid pathway overlaying transcriptomic and metabolomic data generated from exposed and control grapes harvested at each phenological stage. Blocks indicate the mean-centered log_2_ fold change of the FPKM expression value of the specific transcripts and metabolites involved in the particular enzymatic step at each berry developmental stage when comparing exposed to control samples. Significant differential expression (*q* ≤ 0.05) of genes and compounds are indicated by a bold contour (frame). Total concentrations (μg/g FW) of phenolic acids, flavonols and flavan-3-ols are represented by ANOVA line-plots where significant differences (*q* ≤ 0.05) between exposed and control samples are indicated by an asterisks (^*^). Line graphs representing exposed and control samples are staggered along the x-axis representing the respective developmental stages. Gray circles represented compounds that were not measured, whereas black circles represent various possible compounds at the same enzymatic step. Striped gray arrows represent regulatory steps by associated transcription factors. The genes represented by numbers are listed in Table S10.

The synthesis of higher levels of hydroxycinnamic acids in green grapes were facilitated by both the upregulation of genes encoding the catabolism enzymes of Tyr (VIT_07s0005g04480, VIT_13s0019g04540) and Phe (VIT_06s0004g02620, VIT_08s0040g01710, VIT_13s0019g04460) while upregulation of the same Phe catabolism genes facilitated the accumulation of higher levels of flavonols. 

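In the green stages, none of these genes passed the threshold. The log2 fold change of the tyrosine decarboxylase gene VIT_07s0005g04480 was 0.12 (adjusted p = 0.865) at EL31 and 0.49 (adjusted p = 0.138) at EL33, and that of the GCN5 N-acetyltransferase gene VIT_13s0019g04540 was 0.30 (adjusted p = 0.788) and 0.78 (adjusted p = 0.217). For the PAL genes VIT_06s0004g02620, VIT_08s0040g01710 and VIT_13s0019g04460, the log2 fold changes at EL33 were 0.75 (adjusted p = 0.0688), -0.004 (adjusted p = 1.00) and 0.14 (adjusted p = 0.789).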

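The lactoylglutathione lyase gene VIT_10s0116g01660 was at 56.9 ± 4.89 FPKM (SD, n = 3) in exposed and 30.4 ± 4.51 FPKM (SD, n = 3) in control grapes at EL31, a log2 fold change of 0.91 (standard error 0.21, adjusted p = 0.0148), and its log2 fold change at EL33 was 0.75 (adjusted p = 0.0563). At EL33, 4-hydroxyphenylpyruvate dioxygenase (VIT_12s0028g00710) was at 83.9 ± 3.86 FPKM (SD, n = 3) in exposed and 53.7 ± 1.63 FPKM (SD, n = 3) in control grapes. Its log2 fold change there was 0.64 (standard error 0.14, adjusted p = 0.0187). At EL35 it was lowered, with a log2 fold change of -0.54 (adjusted p = 0.0483). The call at EL35 was kept in only 3 of the 21 fits that each left out 1 sample (log2 fold change from -0.68 to -0.34). For the tocopherol O-methyltransferase gene VIT_16s0039g01410 the log2 fold change was 0.42 (adjusted p = 0.199) at EL31 and 0.36 (adjusted p = 0.267) at EL33. The Tyr aminotransferase genes VIT_00s0394g00040 and VIT_00s0225g00230 had log2 fold changes of -0.53 (adjusted p = 0.822) and 0.33 (adjusted p = 0.942) at EL31.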

The upregulation of a different set of Tyr catabolic enzyme genes (VIT_00s0394g00040, VIT_00s0225g00230, VIT_10s0116g01660, VIT_12s0028g00710, VIT_16s0039g01410) simultaneously contributed to the transcription of tocopherols that subsequently lead to the accumulation of elevated lipophilic antioxidant levels (L-ORAC) in green grapes exposed to elevated light (Figure 8).

## Discussion

Molecular profiling tools provide sensitive and comprehensive snapshots of how a plant/organ/tissue is responding at a specific point in time. It is quite obvious that the value of these molecular snapshots is amplified if they are framed by an accurate understanding of the environmental cues, the developmental stage and general plant status of the plant. This has lead to a renewed focus on integrating accurate measurements of environmental impact factors with grapevine phenotypes observed, specifically in grapevine berries. Several recent studies have advanced our understanding of berry development, ripening and reactions to stress signals and have convincingly shown that berries throughout their growth curve react to their microclimatic environments, but with different responses (Zenoni et al., 2010; Sweetman et al., 2012; Palumbo et al., 2014; Pilati et al., 2014; Wong et al., 2016). Interestingly, many of these studies also showed the resilience of berries to mitigate mild stresses (Carbonell-Bejerano et al., 2013; Martinez-Luscher et al., 2014; Rienth et al., 2014; Wu et al., 2014; Ghan et al., 2015; Suzuki et al., 2015; Joubert et al., 2016; Santo et al., 2016; Savoi et al., 2016; Young et al., 2016; Sun et al., 2017) leading to minimal impacts on overall berry growth and development. How this is orchestrated/managed was the focus of this study, and an experimental system that was previously proven to render grape berries more exposed to light, with minimal changes in berry temperatures, was used (validation of light as the main experimental parameter in the vineyard experiment was described in Young et al., 2016).

### The grape berry developmental profile remained the strongest transcriptional driver despite elevated light exposure

Our data confirmed that development remained the strongest driver for the statistical separation of the grape samples based on their transcriptomes, regardless of viticulture treatment implemented. On average, not more than 8% of the berry transcriptome was affected by the elevated exposure at any of the developmental stages evaluated. 

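As a share of all 29970 genes, the genes that passed limma's threshold were 3.15% at EL31, 2.36% at EL33, 2.25% at EL35 and 3.23% at EL38.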

As expected, berries in the green developmental stages were transcriptionally more similar in the global sense to each other than to berries from the ripening stages. Developmental phase-specific biomarkers were identified as genes that were responsible for the greatest transcriptional differences observed between green and ripening grape berries. Not only were 48 of the biomarkers identified in this study (Figure S4) also previously established as biomarkers by other research groups (Zamboni et al., 2010; Palumbo et al., 2014), but all, except nine of these genes, were unaffected by elevated light exposure at the stages when the berries were either green, ripening or throughout development.

### Green grapes maintain growth and development by protecting the photosynthetic machinery under light stress conditions

It was previously shown that the exposed grape berries were not different from their control counterparts in terms of size and weight, sugar accumulation and acid degradation patterns (Young et al., 2016) and the transcriptional data also showed that gene expression associated with growth and development, and primary metabolism was not altered by the leaf removal treatment (this study). Despite this fact, photosynthesis-related gene expression, that forms part of primary metabolism, proved to be (the most) significantly affected by the treatment in green grapes.

Our data confirmed that the green berries responded to the increased exposure to try and mitigate the light stress—the first line of defense against potentially damaging effects of photodamage, was the simultaneous activation of several avoidance strategies. One of the strong reactions was the transcription and synthesis of phenolic compounds and tocopherols that were activated, presumably to maintain the redox balance.

Among the phenolic compounds that accumulated at higher levels in response to elevated light were hydroxycinnamic acids and flavonols. Both hydroxycinnamic acids and flavonols can limit photodamage through their ability to scavenge free radicals and ROS, thereby contributing to the maintenance of oxidative homeostasis (Tattini et al., 2005; Agati et al., 2007, 2012, 2013). Flavonols, however, additionally possess the ability to act as sunscreen molecules themselves. They achieve this by absorbing highly energetic solar wavelengths, thereby limiting the generation of ROS due to photooxidation. Although flavonol levels have been found to be negligibly low in developing grape berries, the transcription and subsequent accumulation of these compounds in both a light-dependent and development-independent manner have been reported and extensively characterized in grapes (reviewed by Downey et al., 2006; Czemmel et al., 2009; Matus et al., 2009; Malacarne et al., 2016; Yu et al., 2016; Pastore et al., 2017).

The other avoidance mechanism activated in the exposed berries was non-photochemical quenching, the process by which a large part of excitation energy generated by excessive light exposure can be dissipated as heat (via carotenoids). Through this process, the xanthophyll cycle is activated in which the xanthophyll pigment, violaxanthin, is de-epoxidized to zeaxanthin through the activity of the violaxanthin de-epoxidase (VDE) enzyme, thereby limiting energy transfer from LHCII to PSII. Although the carotenoid metabolites and their ratio's, as well as the transcriptional activation and elevated synthesis of the VDE enzyme already confirmed that the green berries have activated the xanthophyll cycle pigments (Young et al., 2016), the transcriptional mechanism of NPQ activation could be further explored in this study. The PsbS subunit of PSII has been established as the enzyme responsible for “sensing” the impending light stress and initiating NPQ (Li et al., 2000; Gregan and Jordan, 2016). The gene encoding the grapevine PsbS enzyme was found to be significantly upregulated by the leaf removal treatment from the onset of green berry development, potentially linking to the activation and upregulation of the VDE enzyme and subsequent increase of the xanthophyll pool as reported in Young et al. (2016).

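After EL31, the PsbS gene VIT_18s0001g02740 had a log2 fold change of 1.14 (standard error 0.22, adjusted p = 0.00737) at EL33 and 1.02 (standard error 0.22, adjusted p = 0.0146) at EL35. At EL38 it was at 185 ± 9.82 FPKM (SD, n = 3) in exposed and 115.7 ± 40.9 FPKM (SD, n = 2) in control grapes, and the log2 fold change of 0.73 (standard error 0.25, adjusted p = 0.107) did not pass the threshold.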

However, as high levels of light exposure were maintained throughout the season, it appears that damage to the photosynthetic machinery could no longer be avoided through NPQ alone. At the second green developmental stage (EL33); the process of reversible photoinhibition (RPI) was subsequently activated in an attempt to no longer avoid, but rather acclimate to the continuous light stress, while the synthesis of other antioxidant molecules such as tocopherol and flavonols remained transcriptionally and metabolically upregulated (Figure 8, Table S10). RPI is the process in which photodamage is actively concentrated to the reaction-center binding D1 protein that forms part of Photosystem II (Kyle et al., 1984; Powles, 1984). In doing so, the rapid and ongoing turnover of the D1 protein is ensured through the disorganization of the PSII-LCHII supercomplex in order to remove and replace the damaged D1 protein with a newly synthesized copy. This results in the protection of the photosynthetic machinery from photooxidative stress.

These photoprotective strategies have been well characterized and extensively reported in vegetative tissues (leaves and stems) of numerous plant species (Li et al., 2000; Crouchman et al., 2006; Kato et al., 2012; Niyogi and Truong, 2013; Gorecka et al., 2014). To our knowledge, NPQ and RPI have not been thoroughly investigated in the context of green grape development.

Young et al. (2016) showed higher carotenoid levels (especially xanthophylls) in the exposed berries, yet chlorophyll a: chlorophyll b and total carotene: chlorophyll ratios were maintained in the earlier stages (up until véraison). Total chlorophyll, and the levels of the major photosynthetic carotenoids (β-carotene and lutein) were also not significantly affected. The authors concluded that a pool of carotenoids (predominantly xanthophylls) were responsive to the treatment and increased in response to the increased exposure (light). Since the major carotenoids and chlorophylls were seemingly unaffected, the authors concluded that the increased pool of xanthophylls were able to protect the photosynthetic machinery for normal development to proceed (without damage). The data presented here shows that on a transcriptional level the structural proteins of photosynthesis were significantly upregulated and indicated that there was a higher demand for these proteins possibly due to an increased turnover (damage and repair cycle). 

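Among the reversible photoinhibition genes of Fig. 6B, VAR2 (VIT_12s0028g01600) had a log2 fold change of 0.93 (standard error 0.10, adjusted p = 2.48e-05) at EL31. For VAR2 it was 0.39 (standard error 0.10, adjusted p = 0.0483) at EL35 and 0.37 (adjusted p = 0.0540) at EL33. The call of VAR2 at EL35 was kept in only 4 of the 21 fits that each left out 1 sample. The DegP protease gene VIT_18s0072g00970 did not pass the threshold at any stage, with a log2 fold change of 0.40 (adjusted p = 0.373) at EL31. The PsbA gene VIT_13s0019g02630 had one of 0.20 (adjusted p = 0.985) at EL31 and did not pass at any stage either. Over the 21 fits that each left out 1 sample, the PsbA value at EL31 ranged from -1.06 to 1.18, so its response was not resolved. The paper takes the higher transcription of the structural proteins of photosynthesis as a sign of a higher demand for them, and names a faster cycle of damage and repair as a possible reason.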

Kyzeridou et al. (2015) demonstrated the green fruits of *Nerium oleander* and *Rosa* sp. have a higher cyclic electron flow activity around PSI, when compared to leaves. Kotakis et al. (2006) further showed that cyclic electron flow is enhanced (at the expense of the linear photosynthetic electron flow) in twig collenchyma to adjust potential ATP/NADPH ratios and/or to counteract the detrimental effects of hypoxia. This, combined with the increased activity of non-photochemical quenching via the xanthophyll cycle observed in apple (Cheng and Ma, 2004) and grapevine (Young et al., 2016), suggest that non-foliar photosynthesis is possibly required to produce ATP in organs where gas exchange is prevented (Kalachanis and Manetas, 2010).

In this study, the sequential and simultaneous transcriptional activation of light stress mitigation mechanisms proved to be effective in avoiding irreversible photoinhibition and maintaining the development and growth of grapes. This was evident in the global transcriptional responses and the accumulation of AAs that remained predominantly unaffected by the treatment in the green berries. Furthermore, the AAs considered as oxidative stress markers, Pro and GABA, remained unaffected by the treatment in the green grapes despite elevated exposure to light.

This combination of NPQ, RPI and development-independent flavonol synthesis, although effective in stress mitigation and acclimation, appeared to be energetically costly to the developing green grapes. Firstly, hydroxycinnamic acids were no longer differentially accumulated in response to elevated light, although the transcription and accumulation of flavonols remained dramatically higher in exposed grapes (Figure 8, Table S10). This might be explained by the fact that these compounds compete for the same aromatic AAs, Phe and Tyr, as precursors. Results to this effect were previously reported in tomato leaves exposed to various abiotic stresses (Martinez et al., 2016). The authors demonstrated that flavonols were more effective in the maintenance of oxidative homeostasis than hydroxycinnamic acids when precursors were limited. Furthermore, the MYB transcription factors known to regulate the transcription of several enzymatic steps involved in flavonoid synthesis (Czemmel et al., 2009) were significantly upregulated at each of the developmental stages (Figure 8). 

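The paper's text does not name the MYB genes it means. Table S10 lists MybPA1 and MybPA2 as MYB genes, and these may not be the ones meant. At EL31, EL33, EL35 and EL38 the log2 fold changes of MybPA1 (VIT_15s0046g00170) were 0.24 (adjusted p = 0.854), 0.57 (adjusted p = 0.417), 0.96 (adjusted p = 0.138) and 0.98 (adjusted p = 0.149), and at EL31, EL33 and EL35 those of MybPA2 (VIT_11s0016g01320) were 0.44 (adjusted p = 0.575), 0.66 (adjusted p = 0.254) and -0.059 (adjusted p = 0.994). At EL38 MybPA2 was listed at 0 in both control samples and was not above 0.0957 FPKM in the exposed samples. Neither gene passed the threshold at any stage.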

Secondly, the upregulation of several AA catabolic enzymes were further testament to the limitations placed on grape berry energetic resources as a consequence of photoprotection. AAs are involved in highly regulated metabolic networks and are crucial for the synthesis of proteins whilst also acting as precursors for a myriad of downstream metabolic processes. AAs have not only been implicated in normal growth and development but also in stress tolerance as their degradation may provide energetic advantage to maintain stress response mechanisms which prove to be energetically expensive to plant metabolism under suboptimal growing conditions. In *Arabidopsis*, evidence exist that transcription of AA catabolic enzymes, with the exception of Pro catabolic enzymes, were more sensitive to abiotic stresses than that of the enzymes responsible for AA synthesis (Less and Galili, 2008). Caldana et al. (2011) showed that amino acid catabolism serves as the main cellular energy supply under adverse environmental conditions as inferred by high-density kinetic analysis. The activity of these catabolic enzymes could therefore provide metabolic energy generated from the breakdown of AAs for utilization toward maintaining plant primary metabolism under stressful biotic and abiotic conditions. Additionally, it has been proposed that excessive accumulation of the branched chain amino acids, or rapid protein turnover induced by adverse environmental conditions could potentially lead to cellular apoptosis as a result of respiratory oxidation. The catabolic breakdown of these AAs is seen as a necessary detoxification mechanism under these conditions, as observed in *Arabidopsis* cell cultures (Taylor, 2004). Since, the branched chain AAs did not accumulate differentially in our investigation (Figure S5) we, however, did not consider it the likely metabolic driver for the differential transcription of AA catabolic enzyme encoding genes.

Genes characterized in one of the aforementioned studies (Less and Galili, 2008) were utilized to identify homologous grapevine genes and their expression analysis in our investigation yielded similar results to previous reports. Transcription of the enzymes responsible for AA synthesis was predominantly unaltered by the elevated light exposure treatment whereas genes encoding the AA catabolic enzymes were far more sensitive to the treatment in comparison (Figure 7).

The catabolism of AAs during the green berry developmental stages therefore could have provided the green grapes with substrates necessary for downstream metabolic reactions when energetically costly abiotic stress protection mechanisms were simultaneously activated. These included the maintenance of nitrogen fixation that lead to slightly shifted substrate utilization and lower accumulation of Asn, Asp, and Gln levels. The accumulation of lower levels of Phe that serves as the precursor for flavonols necessarily synthesized to protect the grapes against elevated light, were also evident, similar to the mechanisms implemented by vegetative plant organs.

Significantly higher concentrations of Gly in response to the light treatment further substantiate the notion that green grapes respond to light stress as vegetative, source organs. Gly and the enzymes responsible for its decarboxylation, Gly decarboxylase complex (GDC) play an integral part in the successful functioning of photorespiration system. Increased photosynthesis and subsequent elevated levels of electron flow through the photosystems as a means to protect the photosynthetic machinery from light stress, is proposed to cause an altered redox state that ultimately influences the rate of photorespiration (Hutchison et al., 2000; Wingler et al., 2000; Voss et al., 2013). Despite elevated expression levels of the GDC encoding genes reported in our investigation (Figure 7A), the GDC themselves are prone to oxidation, hereby causing the accumulation of Gly under high light. Furthermore, Gly is considered to be the rate-determining compound in the synthesis of the antioxidant, glutathione, that might contribute to maintaining the oxidative homeostasis within the developing grape berry. This effect that elevated light exposure had on photorespiration and subsequent high Gly accumulation were previously reported in *Arabidopsis* (Caldana et al., 2011; Florian et al., 2014). To further support this proposed link between Gly and protection of the photosynthetic machinery in green grapes, the difference in the concentration of Gly when comparing exposed to control grapes become less significant as photosynthetic activity declines throughout berry development.

These findings established that green grapes responded to elevated light exposure by activating and refining stress mitigation strategies to predominantly protect the photosynthetic machinery similar to vegetative plant organs. In an attempt to prioritize growth and development, green grapes utilized and combined several precursor substrates and mechanisms to maintain photoprotection and the synthesis of flavonols, regardless of limited energetic resources.

### Ripening berries do not effectively mitigate the effects of light stress

Véraison is the grape developmental stage during which the berry begins to transition from being a photosynthesizing, organ toward becoming a senescing organ while it retains metabolic characteristics of both berry developmental phases on a transcriptional level, as reported here. Véraison has further been extensively characterized by an oxidative burst that includes the production of ROS (particularly H_2_O_2_) that serves as a signaling molecule to signify the initiation of the ripening (Pilati et al., 2007). It would be reasonable to expect that the production of low-levels of H_2_O_2_ as a consequence of light stress along with this developmentally driven oxidative burst could culminate toward a redox imbalance in berries exposed to elevated light. In contrast, the grapes that were exposed to elevated light at véraison did not accumulate higher levels of the known stress markers, Pro and GABA, however, at EL38, when the grapes were no longer photosynthetically active, these stress markers did accumulate at higher levels in exposed grapes. It would therefore be reasonable to speculate that this could be a reflection of the berries' successful limitation of the accumulation of ROS through the combination of NPQ, RPI and flavonol production until véraison (Figures 4, 6, 8).

The rapid accumulation of both Pro and the non-protein AA, GABA, have been extensively reported in plants exposed to abiotic stresses and the metabolism of these AAs are intimately linked (Figure 7). Pro has been shown to enhance primary photochemical activity of thylakoid membranes by limiting photoinhibition and its synthesis is highly sensitive to light (Alia et al., 1997). Furthermore, in grapevine leaves, it has been reported that Pro has the ability to limit inactivation of some antioxidant enzymes while further being capable of stimulating the expression of others (Agudelo-Romero et al., 2013). Therefore, the importance of Pro homeostasis, as opposed to its accumulation, in response to oxidative stress has gained particular interest in the context of plant abiotic stress response (Kavi Kishor and Sreenivasulu, 2014). The homeostasis of Pro levels was found to be imperative to actively dividing plant cells to sustain growth despite exposure to long-term stress. GABA, on the other hand, is capable of either contributing to plant abiotic stress response through its involvement as either a stress signal amplifier or in the maintenance of the carbon: nitrogen ratio under stressful conditions (Barbosa et al., 2010; Kinnersley and Turano, 2010). The accumulation of elevated levels of both Pro and GABA can therefore be associated with plants experiencing abiotic stress symptoms.

Similar to the earlier green developmental stages, the maintenance of photoprotective mechanisms throughout most of the berry development comes at an energetic cost to the grapes that are at this stage no longer accumulating precursors and energy at the rate that photosynthesizing organs are able to. This energetic strain on the grapes are reflected in lower levels of almost half of the AAs measured in these grapes as well as lower total AA concentrations overall measured in the grapes exposed to elevated light.

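At EL38, the chalcone synthase genes VIT_14s0068g00930 and VIT_14s0068g00920 had log2 fold changes of 1.07 (standard error 0.15, adjusted p = 0.000813) and 1.97 (standard error 0.26, adjusted p = 0.000410) in exposed grapes, and the flavanone 3-hydroxylase gene VIT_18s0001g14310 had one of 0.70 (standard error 0.19, adjusted p = 0.0481). Other genes of the same steps did not pass at EL38. Chalcone synthase 3 had a log2 fold change of -0.43 (adjusted p = 0.504), and another flavanone 3-hydroxylase gene had one of 0.45 (adjusted p = 0.238). Of the 68 phenylpropanoid genes of Table S10, 7 were raised at EL38 and none lowered, with 5 lowered at an unadjusted p of at most 0.05. At EL31, EL33 and EL35, 4, 9 and 8 of the genes were raised and 1, 0 and 1 lowered, with 3 lowered at each of these stages at an unadjusted p of at most 0.05.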

The transcription and accumulation of flavonols remained elevated in an attempt to protect the berries from light damage and at this stage, the antioxidant pool available to the ripe berries were additionally supplemented by higher levels of apocarotenoid accumulation as reported earlier (Young et al., 2016). Due to significantly higher transcription involved in photosynthesis-related proteins during the early developmental stages, combined with increased carotenoids provides a larger pool of substrates for the degradation via carotenoid cleavage enzymes (CCDs). This leads to an increased apocarotenoid pool in the later stages. Although these compounds are thought of as mere degradation products or volatile impact odorants; they also function as antioxidants and it is speculated that apocarotenoids may play an important signaling role in plant development and in responses to environmental stimuli (Avendaño-Vázquez et al., 2014; Hou et al., 2016).

Similarly, we hypothesize that higher concentrations of several AAs at EL38 (Table 1) in response to elevated light exposure may not be a consequence of transcription of the related biosynthetic enzyme genes at this late developmental stage, but rather due to the systematic degradation of higher protein levels synthesized during early development. The degradation of higher protein levels could therefore liberate higher levels of the respective AA constituents. 

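Among the genes of Table S5, 44 are annotated as heat shock proteins or chaperones. They were listed there for their change in the same samples, so the number that is raised is no independent evidence. By limma, 41, 40, 42 and 36 of the 44 were raised at EL31, EL33, EL35 and EL38, with median log2 fold changes of 3.70, 2.47, 3.88 and 2.31. In the set of 29 heat shock and chaperone genes that was chosen without regard to the response to exposure, 9, 8, 10 and 5 were raised at these stages, and 1, 0, 1 and 2 were lowered. The log2 fold change was negative for 7, 10, 9 and 11 of the 29.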

The dramatic and consistent upregulation of numerous heat shock proteins throughout berry development (Table S7) further supports this hypothesis because of their well-established role as molecular chaperones associated with protein recycling in response to abiotic stress in other plant models as reviewed in Wang et al. (2004).

This systematic shut-down of the protection strategies as the grapes reach maturity were further evident by the fact that the lipophilic antioxidant capacity (L-ORAC) of these grapes were no longer elevated significantly and that Pro and GABA levels were significantly higher in exposed compared to control grapes at this stage. Although the oxidative homeostasis of these grapes were no longer entirely intact (as evident by elevated Pro and GABA levels), it is however important to consider that despite the light-induced stress status of these grapes at EL38, the sole purpose of the fruit had been achieved in the successful development and maturation of the grape seed. The redox-balance and stress responses of the grape berry were no longer of critical importance to the final development of the fruit as evident by the fact that the exposed and control grapes were not physically distinguishable when they were ripe.

## Conclusion

In this study, we aimed to determine how developing Sauvignon blanc grapes manage to maintain primary metabolism and development despite being exposed and responding to non-lethal light stress. Our approach was to explore the global transcriptional response of grapes sampled from a highly characterized vineyard to determine how these grapes acclimated to light stress on a transcriptional level and to elucidate the metabolic consequences of these transcriptional changes. This approach allowed us to demonstrate that a leaf removal treatment in the berry bunch zone of developing Sauvignon blanc grape berries lead to the activation and refinement of several stress avoidance and tolerance strategies in parallel for the purpose of mitigating the effects of light stress whilst maintaining the normal developmental program of the grapes.

These results revealed that photosynthetically active berries are successful at mitigating the effects of light stress much like other vegetative plant organs by potentially limiting the synthesis and distribution of potentially harmful ROS through the continuous turnover of the photosynthetic machinery and the production of light-absorbing flavonoid compounds as well as higher levels of carotenoids in green berries and subsequent apocarotenoids in ripe berries. These grapes achieved a state of acclimation through the redistribution of energy resources in the form of AA catabolism that provided energy precursors and substrates that contributed to the maintenance of these energetically costly stress mitigation mechanisms. To this end, green, photosynthesizing grapes maintain growth and development at all costs to protect the development and maturation of the grape seed.

## Author contributions

MV and PY conceptualized and planned the study. PY implemented and maintained the viticultural treatments and was responsible for the berry sampling. KdP performed RNA processing and RNASeq data analysis. HE performed HPLC analysis for AAs and phenolic compounds. KdP, PY, and MV drafted the original manuscript and all authors contributed and finalized the publication.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: The Transcriptional Responses and Metabolic Consequences of Acclimation to Elevated Light Exposure in Grapevine Berries
**Source:** Front Plant Sci. 2017 Jul 20;8:1261. doi: 10.3389/fpls.2017.01261
**Supplement:** Table S1 — Primers used for Real-time PCR.

| Gene accession    | Grimplet Annotation                                   | Primer sequence (5')     | Primer sequence (3')     | Amplicon length (bp) | Optimal Ta (°C) |
|-------------------|-------------------------------------------------------|--------------------------|--------------------------|----------------------|-----------------|
| VIT_10s0116g00410 | gibberellin 2-beta-dioxygenase 7                      | AGCCAGTTATCGTGGTCCGAAG   | TTGTCCCATTGTGGAGCTGAGG   | 96                   | 63.9615         |
| VIT_18s0001g03470 | Flavonol synthase Vitis vinifera                      | TCCATAACATCTGGCCTCCTCCTG | TCGTTCGCAGCTCTGTAAGTAGG  | 79                   | 60.6532         |
| VIT_05s0020g04110 | ELIP1 (EARLY LIGHT-INDUCABLE PROTEIN)                 | TGACACGCGTAGCCAACAGAAC   | TCGATTTGGCCATCCTCCTTGG   | 115                  | 65.3547         |
| VIT_02s0025g04060 | Rab/Ypt GTPase Ara4-interacting protein               | CAGTGAAGGAGATCGAACCATTGC | GCCATATCAATCATGTCCGTGAGC | 69                   | 60.9634         |
| VIT_01s0010g03620 | LHCA2 (Photosystem I light harvesting complex gene 2) | TTGCCACCATCTCTCCCAGTTC   | CCGTGAACTTCTTCAGGCTCAGTC | 102                  | 63.5269         |
| VIT_19s0014g00160 | LHCII type I CAB-1                                    | TGGACCGCTAGGAGAAGTGAAG   | ACCCGAACATGGAGAACATAGCC  | 65                   | 59.5942         |

# Supplementary material for: The Transcriptional Responses and Metabolic Consequences of Acclimation to Elevated Light Exposure in Grapevine Berries
**Source:** Front Plant Sci. 2017 Jul 20;8:1261. doi: 10.3389/fpls.2017.01261
**Supplement:** Table S2 — A table summarizing the retention times of phenolic compounds measured.

|                | Standards           | Rt (min) | Range (mg/L) | Slope      | y-Intercept | r2      | LOD (g/L) | LOQ (g/L) |
|----------------|---------------------|----------|--------------|------------|-------------|---------|-----------|-----------|
| Flavan-3-ols   | Catechin            | 15.17    | 263-0        | 11377.214  | -24.146     | 0.99816 | 0.016     | 0.054     |
|                | Epicatechin         | 22.45    | 107-0        | 14006.536  | -63.675     | 0.99786 | 0.009     | 0.029     |
| Phenolic acids | Caftaric acid       | 13.36    | 125-0        | 42534.569  | -5.3        | 0.99976 | 0.003     | 0.008     |
|                | Caffeic acid        | 17.4     | 480-0        | 102285.985 | 207.618     | 0.99938 | 0.015     | 0.049     |
| Flavonols      | Quercetin-Glucoside | 40.41    | 125-1        | 45538.719  | -19.845     | 0.99773 | 0.005     | 0.014     |

# Supplementary material for: The Transcriptional Responses and Metabolic Consequences of Acclimation to Elevated Light Exposure in Grapevine Berries
**Source:** Front Plant Sci. 2017 Jul 20;8:1261. doi: 10.3389/fpls.2017.01261
**Supplement:** Table S3 — Summary of RNASeq reads and mapping.

|                                         | EL31      |           | EL33      |           | EL35     |          | EL38     |          |
|-----------------------------------------|-----------|-----------|-----------|-----------|----------|----------|----------|----------|
| Treatment                               | Control   | Exposed   | Control   | Exposed   | Control  | Exposed  | Control  | Exposed  |
| No. of total reads                      | 100712837 | 101310946 | 130713888 | 101080327 | 81231782 | 77648208 | 84861214 | 86362444 |
| Average overall mapping rate (%)        | 88.1      | 88.2      | 87.8      | 87.9      | 87.2     | 88       | 87.1     | 86.6     |
| Number of transcripts expressed (VIT_)  | 22770     | 22681     | 22647     | 22206     | 21484    | 21612    | 21417    | 22001    |
| Number of transcripts represented in V1 | 20995     | 20905     | 20834     | 20495     | 19897    | 20030    | 19819    | 20297    |

# Supplementary material for: The Transcriptional Responses and Metabolic Consequences of Acclimation to Elevated Light Exposure in Grapevine Berries
**Source:** Front Plant Sci. 2017 Jul 20;8:1261. doi: 10.3389/fpls.2017.01261
**Supplement:** Table S7 — Functional annotation (Grimplet et al., 2012) of each of the genes that were highly upregulated (2 ≤ Log2FC ≤ −2) between two or more phenological stages indicated in color as represented in Figure 5. Q-values represent the level of significant difference between the expression of each indicated gene at the specific developmental stage. Asterisks (*) indicate multiple genes represented by the same functional annotation with Q-values in this case indicative of the average value of the multiple genes sharing the same function.

| Phenological stages                                                                 | Functional annotation                            | Q-value |        |        |        |
|-------------------------------------------------------------------------------------|--------------------------------------------------|---------|--------|--------|--------|
|                                                                                     |                                                  | EL31    | EL33   | EL35   | EL38   |
| 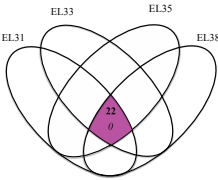   | Chaperone                                        | <0.001  | <0.001 | <0.001 | 0.042  |
|                                                                                     | Flavonol synthase                                | <0.001  | <0.001 | <0.001 | <0.001 |
|                                                                                     | Galactinol synthase                              | <0.001  | <0.001 | <0.001 | <0.001 |
|                                                                                     | Gibberellin 2-beta-dioxygenase 7                 | <0.001  | <0.001 | <0.001 | <0.001 |
|                                                                                     | Glycosyl transferase family 8 protein            | <0.001  | <0.001 | <0.001 | <0.001 |
|                                                                                     | Heat shock protein 17*                           | <0.001  | <0.001 | <0.001 | <0.001 |
|                                                                                     | Heat shock protein 18*                           | <0.001  | <0.001 | <0.001 | <0.001 |
|                                                                                     | Heat shock protein 21                            | <0.001  | <0.001 | <0.001 | <0.001 |
|                                                                                     | Heat shock protein 23*                           | <0.001  | <0.001 | <0.001 | <0.001 |
|                                                                                     | Heat shock protein 70                            | <0.001  | <0.001 | <0.001 | <0.001 |
|                                                                                     | Heat shock protein*                              | <0.001  | <0.001 | <0.001 | <0.001 |
| 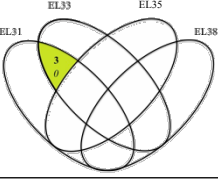   | Steroid 5alpha-reductase                         | <0.001  | <0.001 | <0.001 | 0.007  |
|                                                                                     | ELIP1 (Early light inducible protein)            | <0.001  | <0.001 | <0.001 | 0.016  |
|                                                                                     | Heat shock protein 18                            | 0.008   | <0.001 | 0.268  | 0.351  |
| 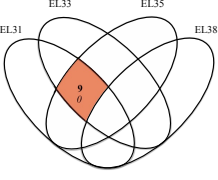   | Calmodulin                                       | <0.001  | <0.001 | <0.001 | <0.001 |
|                                                                                     | Heat shock protein 17*                           | <0.001  | <0.001 | <0.001 | <0.001 |
|                                                                                     | Heat shock protein 18                            | <0.001  | <0.001 | <0.001 | <0.001 |
|                                                                                     | Heat shock protein 20                            | <0.001  | <0.001 | <0.001 | <0.001 |
| 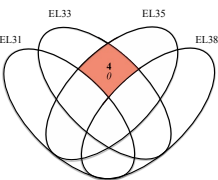  | Heat shock protein 17                            | 0.055   | <0.001 | <0.001 | 0.091  |
|                                                                                     | Seed maturation protein PM31                     | 0.233   | <0.001 | <0.001 | 0.005  |
|                                                                                     | Exocyst subunit EXO70 H2                         | <0.001  | <0.001 | <0.001 | <0.001 |
|                                                                                     | Ubiquitin-conjugating enzyme E2 variant          | 0.233   | <0.001 | <0.001 | 0.141  |
| 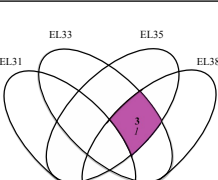 | Heat shock protein 21                            | <0.001  | <0.001 | <0.001 | 0.005  |
|                                                                                     | FtsH protease                                    | 0.322   | <0.001 | <0.001 | <0.001 |
|                                                                                     | Heat shock protein 17                            | 0.082   | <0.001 | <0.001 | <0.001 |
|                                                                                     | <i>Pentatricopeptide (PPR) repeat-containing</i> | 0.277   | 0.004  | 0.015  | 0.007  |
| 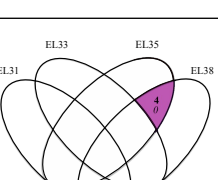 | Serine protease inhibitor                        | 1.000   | 1.000  | 0.004  | 0.007  |
|                                                                                     | Aminopeptidase                                   | 1.000   | 1.000  | 0.004  | 0.012  |
|                                                                                     | Heat shock protein 16.9                          | 1.000   | 0.316  | <0.001 | 0.036  |
|                                                                                     | ATAN11 (ANTHOCYANIN11)                           | 0.081   | 0.829  | 0.003  | <0.001 |

How the deposited data were processed for this re-analysis (not part of the article)

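The data are the FPKM values of 29970 genes in 23 samples of Sauvignon blanc berries, exposed or control, at 4 stages of development. The authors extracted poly(A) mRNA, sequenced it on the Illumina HiSeq 1000, aligned the reads to the V1 version of the V. vinifera genome with TopHat 2.0 (at most 2 mismatches) and computed the deposited FPKM with Cufflinks 2.0. The authors left out EL38 control replicate 3 as an outlier, so the control group at EL38 has 2 samples and each of the other 7 groups has 3. The labels name the third stage EL34 and the paper EL35, and they were taken as the same stage. Each sample's treatment and stage were taken from its label.

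Relative depth was estimated from the FPKM values under 0.06, where 2 samples with few fragments of a gene differ by a constant factor. For each of the 253 pairs of samples the most frequent ratio was taken, from 30 to 293 genes per pair (median 70), 1 depth per sample was fitted by least squares, and 8 pairs that departed from the fit were left out. Relative depth was 0.998 to 1.46 in EL31 control samples, 0.914 to 1.54 in EL31 exposed samples, 1.01 to 2.43 in EL33 control samples, 0.919 to 1.43 in EL33 exposed samples, 0.713 to 0.820 in EL35 control samples, 0.640 to 0.981 in EL35 exposed samples, 0.751 to 0.835 in EL38 control samples and 0.811 to 0.901 in EL38 exposed samples, with a median of 0.919. The FPKM values alone give only the ratio between samples. By the paper's reads per group, 1 unit of relative depth stood for 2.65e+07 to 3.47e+07 reads in the groups with 3 samples. In EL38 control it stood for 5.35e+07 reads. This absolute scale is approximate, and no interval from counting error was computed for a single FPKM value. The spread between replicates was used for precision.

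Differential expression was tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.1), with 1 mean per group in a single model of all samples, contrasts of exposed minus control at each stage, and moderated t statistics (eBayes with a trend). Genes with a mean of at least 1 FPKM in at least 1 of the 8 groups were tested. P values were adjusted by the Benjamini-Hochberg method within each stage, and genes with an adjusted p of at most 0.05 were called differentially expressed. The paper's thresholds on the log2 fold change, 1.5 and 2 in either direction, were applied to the called genes. Differences of the exposure effect between stages were tested by a moderated F test of the 3 differences from EL31. Sets of genes were tested with limma's camera function with a correlation between genes of 0.01, adjusted over 12 tests. Fisher's exact test compared amino acid genes, with catabolic and biosynthetic genes taken from the steps of Fig. 7.

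Pearson correlations between samples and an OPLS-DA model of the 11 control samples were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The OPLS-DA model had 1 predictive and 1 orthogonal component on FPKM with Pareto scaling, and genes with a correlation of at least 0.8 or at most -0.8 with the predictive component were counted.

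The procedures were tested on simulated data of the same design. Of 200 genes with a log2 change of 2 put in, 158 were called at EL31 (79%), with a median log2 change of 1.99 in size. Among 19965 unchanged genes, 7 were called. A difference between stages was called for 72 of 100 genes that changed at EL31 only and for 0 of 100 genes that changed at every stage. The OPLS-DA model found 200 of 200 separating genes, and 17 of 4800 others passed 0.8. Its simulated genes had equal noise and no extreme values, so the choice of scaling was not tested. The limma simulation drew genes independently, with the same spread at every stage. It therefore could not test whether sharing the spread between stages suits these data.

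Genes named in the text are mainly those that the paper's results or discussion name, those of Fig. 6B, and at each stage the 3 genes with the largest increase and the 3 with the largest decrease among the called genes with no overlap between the groups and a mean of at least 5 FPKM in the higher group. Outside this rule, VIT_14s0060g01730 is named for its extreme value. Further genes of Tables S9 and S10 are named as well. Most of these passed the threshold, so they do not represent their lists. The alternatives tried were pseudocounts of 0.5 and 1, no filter and a filter on the mean of all samples, median-of-ratios scaling, quantile normalization, a block for the replicate number or for the range of the sample number, each stage fitted alone, eBayes without a trend, an adjusted p of 0.01, adjustment over the 4 stages together, and 21 fits that each left out 1 sample. Different scales and filters were tried for the correlations, and different scalings and component numbers for the OPLS-DA model. EL38 control samples were not left out in turn, since 1 control would remain. Aligned reads, read counts and the metabolite measurements were not used here, and the positions of genes were not analysed here.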

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

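All tests in this part, apart from the random groupings of the samples, were chosen after the results they concern were seen.

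The effect of exposure differed between stages for 424 of the genes tested, by the F test of the differences between stages with an adjusted p of at most 0.05. When exposed and control labels were exchanged at each stage in ways that keep apart samples with the same replicate number, 570 genes was the highest number in 100 draws that included the real labels (median 7 in the other draws), and 2 of the 100 draws gave 424 or more. The draw with 570 genes kept the real labels at 3 of the 4 stages. Among the 4 splits that give each sample number the same treatment at every stage, 1 of 4, the real one, was as large. The others gave 5, 1 and 12 genes, and with 4 splits a chance difference between recurring panels cannot be excluded. With the sample number as a random block, 915 genes differed between stages. With the range of the sample numbers as a block the number was 55, so the difference between stages cannot be fully told apart from a difference between number ranges. A dependence of the response on developmental stage is a candidate explanation, but it was found and tested on the same data.

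Of the 97 named genes that were tested, 16 differed in their response between stages. ELIP1 (VIT_05s0020g04110) had log2 fold changes of 2.39, 2.34, 0.92 and 0.43 at the 4 stages (adjusted p = 0.0104 for a difference), and its exposed and control samples did not overlap at EL31, EL33, EL35 and EL38. The calmodulin-binding heat shock protein gene (VIT_14s0006g01030) had log2 fold changes of 0.23, 0.52, 0.71 and -0.35 at the 4 stages (adjusted p = 0.0121 for a difference), and its exposed and control samples did not overlap at EL31, EL33, EL35 and EL38. The flavanone 3-hydroxylase gene (VIT_16s0098g00860) had log2 fold changes of -0.16, 0.53, -0.61 and -2.504 at the 4 stages (adjusted p = 0.0255 for a difference), and its exposed and control samples did not overlap at EL38. SAG101 (VIT_14s0066g01830) had log2 fold changes of -0.077, -0.25, -0.32 and -1.86 at the 4 stages (adjusted p = 0.0457 for a difference), and its exposed and control samples did not overlap at EL33 and EL38. The alanine-glyoxylate aminotransferase gene (VIT_08s0058g00930) had log2 fold changes of 1.68, 0.68, 0.05 and -0.26 at the 4 stages (adjusted p = 0.00449 for a difference), and its exposed and control samples did not overlap at EL31 and EL33. The trehalose-6-phosphate phosphatase gene (VIT_00s0304g00080) had log2 fold changes of -0.16, -0.64, -0.44 and 1.64 at the 4 stages (adjusted p = 0.0175 for a difference), and its exposed and control samples did not overlap at EL33 and EL38. Multiprotein-bridging factor 1 (VIT_11s0016g04080) had log2 fold changes of 2.12, 1.06, 2.29 and -0.073 at the 4 stages (adjusted p = 0.000879 for a difference), and its exposed and control samples did not overlap at EL31, EL33 and EL35. WUSCHEL (VIT_18s0001g10160) had log2 fold changes of 0.012, 2.07, 0.65 and -0.58 at the 4 stages (adjusted p = 0.0187 for a difference), and its exposed and control samples did not overlap at EL33 and EL35. The galactinol synthase gene (VIT_07s0005g01970) had log2 fold changes of 5.71, 2.93, 4.07 and 2.84 at the 4 stages (adjusted p = 0.0364 for a difference), and its exposed and control samples did not overlap at EL31, EL33, EL35 and EL38. 4-hydroxyphenylpyruvate dioxygenase (VIT_12s0028g00710) had log2 fold changes of 0.14, 0.64, -0.54 and -0.52 at the 4 stages (adjusted p = 0.0100 for a difference), and its exposed and control samples did not overlap at EL33, EL35 and EL38. The lipase gene (VIT_09s0002g03140) had log2 fold changes of -0.77, -1.99, -0.49 and 0.32 at the 4 stages (adjusted p = 0.0447 for a difference), and its exposed and control samples did not overlap at EL31, EL33, EL35 and EL38. For genes not selected by their change, 3 samples against 3 do not overlap in 10% of comparisons by chance, and the 2 against 3 of EL38 in 20%. Some of the named genes were chosen for their change in the same samples, so these shares do not apply to them. After quantile normalization, and also after median-of-ratios scaling, 16 of the 16 genes kept the difference, so scaling between samples does not fully account for it. For the 11 genes given here, a response that changes with development may be the reason, as a hypothesis. With the range of the sample numbers as a block, 2 of the 16 genes kept it (1 of the 11), and with the replicate block 5. For the genes that did not keep it, the hypothesis cannot be fully told apart from a difference between number ranges.

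The other 5 of the 16 genes, which the paper's text does not name, each had at least 1 whole group listed at 0. VIT_07s0031g01890 (adjusted p = 0.00680) was listed at 0 in every sample of 5 of the 8 groups, and at 18.5, 11.4 and 5.03 FPKM in EL31 exposed samples, 0, 0.396 and 2.53 FPKM in EL33 control samples and 12.9, 8.90 and 4.14 FPKM in EL33 exposed samples. VIT_16s0098g01120 (adjusted p = 0.0234) was listed at 0 in every sample of 6 of the 8 groups, and at 2367, 5666 and 3775 FPKM in EL31 control samples and 3810.4 and 0 FPKM in EL38 control samples. VIT_05s0049g00520 (adjusted p = 7.92e-10) was listed at 0 in every sample of 3 of the 8 groups, which were EL35 control, EL38 control and EL38 exposed. VIT_17s0000g09540 (adjusted p = 0.00633) was listed at 0 in every sample of 1 of the 8 groups, EL35 exposed. VIT_01s0026g00160 (adjusted p = 0.00673) was listed at 0 in every sample of 6 of the 8 groups, and at 0, 8.29 and 0 FPKM in EL33 control samples and 39.8, 47.6 and 33.6 FPKM in EL38 exposed samples. Zeros of a whole group, in genes with high values in other groups, could come from the way reads were assigned to the gene and not from the berries, and the 5 genes cannot be told apart from this explanation. No biological explanation was tested for them. In 40 genes, 1 group was at 0 and the other 7 at 5 FPKM or more. In 100 random groupings of the samples the median number of such genes was 34 and the highest 60. The zeros of these 40 genes were therefore not tied to the groups more than at random. None of the 5 genes above is among the 40, so this test does not bear on their zeros. Of the genes named for their large change, VIT_00s0125g00230 and VIT_16s0100g00220 (0 in EL31 exposed samples) are among the 40. So is VIT_13s0064g00350 (0 in EL38 control samples).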

How the results depend on the processing

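The alternatives were set before the data were examined, apart from the ratio of group means for the FtsH gene and the sample number as a random block, which were added later. Over the alternatives other than leaving out a sample, 311 comparisons of the summary results kept their direction and side of the threshold (or, for counts, stayed within 1.5 times the reported count), 112 moved, 4 passed the threshold and 10 no longer passed it. None of the summary results reversed. The cause was not tested for any of the changes given here.

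Correlations between samples depended on the scale and on the filter. On FPKM without a logarithm, the mean r of exposed against control samples was 0.513 at EL31, 0.205 at EL33, 0.326 at EL35 and 0.436 at EL38, and between stages it was 0.342 for EL31 with EL33, 0.363 for EL31 with EL35, 0.269 for EL31 with EL38, 0.260 for EL33 with EL35, 0.179 for EL33 with EL38 and 0.385 for EL35 with EL38. With the genes of at least 1 FPKM in a group, the corresponding values were 0.916 at EL31, 0.924 at EL33, 0.929 at EL35 and 0.934 at EL38, and 0.871 for EL31 with EL33, 0.797 for EL31 with EL35, 0.687 for EL31 with EL38, 0.872 for EL33 with EL35, 0.782 for EL33 with EL38 and 0.862 for EL35 with EL38. On log2(FPKM + 1) the values that moved were 0.967 at EL31, 0.971 at EL35 and 0.972 at EL38, and 0.901 for EL31 with EL35, 0.847 for EL31 with EL38 and 0.892 for EL33 with EL38.

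Among the developmental biomarkers, a model without an orthogonal component gave 5 positive and 283 negative genes, with 0 of cluster 1 and 2 of cluster 2. On log2(FPKM + 0.1) there were 3190 negative genes, 34 of them in cluster 2, and unit variance scaling and the Pearson correlation with the class gave 18 and 17 in cluster 2.

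Counts of differentially expressed genes moved under several settings. At an adjusted p of at most 0.01, the numbers of differentially expressed genes were 448 at EL31, 242 at EL33, 285 at EL35 and 327 at EL38, those of raised photosystem genes were 5 at EL31, 4 at EL33 and 4 at EL35, 284 genes passed a log2 fold change of 1.5 in size and 52 were lowered past -2. Under this setting the effect differed between stages for 86 genes, the genes raised past 2 at 1 stage only were 8 at EL31, 8 at EL33 and 21 at EL38 and the genes lowered past -2 at 1 stage only were 6 at EL31, 5 at EL33, 3 at EL35 and 38 at EL38. With each stage fitted alone, the numbers of differentially expressed genes were 8 at EL33, 76 at EL35 and 50 at EL38, those of raised photosystem genes were 0 at EL33 and 0 at EL35, 192 genes passed a log2 fold change of 1.5 in size and 96 were raised past 2. Under this setting 42 were lowered past -2, the genes raised past 2 at 1 stage only were 48 at EL31, 1 at EL33, 12 at EL35 and 10 at EL38 and the genes lowered past -2 at 1 stage only were 5 at EL33, 2 at EL35 and 18 at EL38. With the range of the sample numbers as a block, the numbers of differentially expressed genes were 406 at EL33, 413 at EL35 and 97 at EL38, those of raised photosystem genes were 4 at EL33 and 4 at EL35, 299 genes passed a log2 fold change of 1.5 in size and 55 were lowered past -2. Under this setting the effect differed between stages for 55 genes, the genes raised past 2 at 1 stage only were 24 at EL35 and the genes lowered past -2 at 1 stage only were 6 at EL35 and 23 at EL38.

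With a pseudocount of 1, 320 genes passed a log2 fold change of 1.5 in size, 111 were raised past 2 and 56 were lowered past -2. Under this setting the effect differed between stages for 685 genes, the genes raised past 2 at 1 stage only were 12 at EL31, 8 at EL33, 22 at EL35 and 13 at EL38 and the genes lowered past -2 at 1 stage only were 11 at EL31, 7 at EL33, 3 at EL35 and 35 at EL38. With a pseudocount of 0.5, 76 were lowered past -2, the genes raised past 2 at 1 stage only were 19 at EL38 and the genes lowered past -2 at 1 stage only were 6 at EL33, 3 at EL35 and 53 at EL38. After quantile normalization, the numbers of raised photosystem genes were 6 at EL31, the genes raised past 2 at 1 stage only were 37 at EL31 and 27 at EL33 and the genes lowered past -2 at 1 stage only were 58 at EL38. With a filter on the mean of all samples, the genes raised past 2 at 1 stage only were 23 at EL38 and the genes lowered past -2 at 1 stage only were 10 at EL31 and 7 at EL35. Without a filter, the genes lowered past -2 at 1 stage only were 17 at EL35. Median-of-ratios scaling, eBayes without a trend and adjustment over the 4 stages left every one of these counts within 1.5 times the reported one. None of the 24 photosystem genes changed its direction at EL31, EL33 or EL35 under either scaling. With each stage fitted alone, 19 and 14 photosystem genes were raised at EL33 and EL35 at an unadjusted p of at most 0.05.

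Amino acid catabolic genes were called more often than biosynthetic ones with an exact p of at most 0.05 under 4 alternatives and in 14 of the 21 fits that each left out 1 sample. The 4 alternatives gave an odds ratio of 4.89 without a filter, of 7.33 after quantile normalization and without a trend, and of 4.67 with pathway E. With each stage fitted alone no odds ratio could be given, since 0 genes of either class were called at EL35 or EL38. At an unadjusted p of at most 0.05 there were 12 of 20 catabolic and 12 of 46 biosynthetic genes.

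The disease resistance set at EL38 no longer passed the threshold with a pseudocount of 1 (mean log2 fold change -0.14), a pseudocount of 0.5 (-0.19), no filter (-0.25), quantile normalization (-0.15), the number range as a block (-0.12) or each stage fitted alone (-0.28). With the number range as a block, the photosynthesis set (-0.15) and the heat shock set (0.085) at EL38 did not pass either. The sets at EL31, EL33 and EL35 kept their direction under every alternative run.

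Replicate numbers were also used as a block, which treats samples with the same number as paired. In the 11 pairs of an exposed and a control sample with the same stage and number, the residuals had a mean r of 0.0417, from -0.0252 to 0.149, so the numbers carry little shared variation. With this block, differentially expressed genes numbered 507 at EL38, and raised photosystem genes 4 at EL31, 4 at EL33 and 2 at EL35. It gave 82 genes lowered past -2 and 196 genes with a difference between stages. Genes raised past 2 at 1 stage only were 9 at EL33, and lowered ones were 5 at EL35 and 43 at EL38. At EL38 the mean log2 fold change was -0.11 for the disease resistance set and -0.15 for the photosynthesis set.

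The last 2 digits of the sample number recur at every stage, and in the 33 pairs of samples of different stages that share them the residuals had a mean r of 0.0109, from -0.0867 to 0.116. With the sample number as a random block (limma's consensus correlation 0.143), chosen after the results were seen, 972, 741, 679 and 1007 genes were differentially expressed at the 4 stages, and 915 differed between stages in place of 424. Raised photosystem genes numbered 14, 9, 8 and 0, with 2 raised at EL38 at an unadjusted p of at most 0.05. No other result was recomputed with it.

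Leaving out 1 sample at a time (21 fits, or 9 for the biomarkers) kept 661 comparisons, while 48 moved, 15 passed the threshold and 5 no longer passed it. The ranges of the results that changed in any of these fits were 523 to 1026 for differentially expressed genes at EL31, 5 to 14 for photosystem genes raised at EL31, 248 to 997 for differentially expressed genes at EL33, 2 to 10 for photosystem genes raised at EL33, 3.5e+02 to 768 for differentially expressed genes at EL35, 4 to 9 for photosystem genes raised at EL35 and 578 to 1221 for differentially expressed genes at EL38. For counts past the thresholds on the fold change they were 100 to 206 for genes lowered past -2 in at least 1 stage, 239 to 952 for genes whose exposure effect differs between stages, 10 to 24 for genes raised past 2 only at EL31, 8 to 59 for genes lowered past -2 only at EL31, 6 to 105 for genes raised past 2 only at EL33, 8 to 16 for genes lowered past -2 only at EL33, 30 to 86 for genes raised past 2 only at EL35, 6 to 21 for genes lowered past -2 only at EL35 and 58 to 1.6e+02 for genes lowered past -2 only at EL38. For the other results they were 1753 to 3247 for negative biomarkers, 7 to 30 for negative biomarkers in cluster 2, 2.62 to 7.33 for the odds ratio of the amino acid genes, 0.37 to 0.47 for the heat shock and chaperone set at EL33, -0.18 to -0.032 for the disease resistance set at EL35, -0.37 to -0.11 for the disease resistance set at EL38 and -0.31 to -0.15 for the photosynthesis set at EL38.

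For the 184 log2 fold changes of named genes, 5200 of 5705 comparisons kept direction and side of the threshold, 409 no longer passed it, 61 passed it and 33 reversed. No reversed value passed the threshold, either as reported or under the alternative. Reversals occurred for VIT_02s0087g00930 at EL38 (0.026 with the number range as a block), VIT_07s0031g01980 at EL33 (0.10 with quantile normalization), VIT_08s0040g01710 at EL33 (0.0072 with a pseudocount of 1, 0.0032 with a pseudocount of 0.5, 0.023 with median-of-ratios scaling and 0.086 with quantile normalization), VIT_16s0098g00860 at EL31 (0.10 with quantile normalization), VIT_18s0001g10160 at EL31 (-0.021 with the number range as a block), VIT_18s0001g10160 at EL38 (0.17 with the number range as a block) and VIT_18s0122g00180 at EL38 (-0.29 with the number range as a block). The ranges over the 21 fits that each left out 1 sample were -0.13 to 0.80 for VIT_00s0225g00230 at EL31, -0.66 to 1.70 for VIT_00s0225g00230 at EL33, -1.02 to 0.10 for VIT_00s0394g00040 at EL33, -0.10 to 0.32 for VIT_02s0087g00930 at EL31, -0.61 to 0.12 for VIT_07s0031g01980 at EL33, -0.22 to 0.28 for VIT_08s0040g01710 at EL33, -0.14 to 0.23 for VIT_08s0058g00930 at EL35, -0.16 to 0.037 for VIT_11s0016g01320 at EL35, -0.19 to 0.13 for VIT_11s0016g04080 at EL38, -1.06 to 1.18 for VIT_13s0019g02630 at EL31, -0.026 to 0.22 for VIT_13s0019g04460 at EL33, -0.022 to 0.55 for VIT_13s0019g04540 at EL31, -0.11 to 0.024 for VIT_14s0066g01820 at EL31, -0.12 to 0.21 for VIT_18s0001g10160 at EL31 and -0.17 to 0.52 for VIT_18s0001g10550 at EL35. For the FtsH gene VIT_14s0108g00590, the log2 ratio of the mean FPKM of each group without a pseudocount, an alternative chosen after the values were seen, gave 7.32, 3.73, 6.36 and 2.21 at EL31, EL33, EL35 and EL38.

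Depth limits the genes with low FPKM. Relative depth differed between samples from 0.640 to 2.43, and a value such as the 0.0156 FPKM of the FtsH gene in EL31 control replicate 1 lies in the range where single fragments set the steps between values, so the size of such a fold change is not resolved.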

Differences from the paper's values

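In each comparison the alternatives set before the data were examined are those named in the processing summary, including the fits that each left out 1 sample. For counts, a gap was called closed where the value was within 1.5 times the paper's. A closed gap can therefore still leave a large difference. Of 49 values compared, 15 differ and 34 do not.

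Differentially expressed genes numbered 945 at EL31, 706 at EL33, 673 at EL35 and 967 at EL38 by limma, against the paper's about 2900, about 2400, about 2400 and about 2900 by CuffDiff (Fig. 2, read by eye). None of the 33 alternatives closed the gap at any stage: they gave from 448 to 1223 genes at EL31, 8 to 997 at EL33, 76 to 866 at EL35 and 50 to 1221 at EL38. With the sample number as a random block, chosen after the values were seen, the gap remained as well (972, 741, 679 and 1007 genes).

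Genes raised past a log2 fold change of 2 at EL31 only numbered 19 against the paper's 12. The value was within 1.5 times the paper's with pseudocounts of 1 and 0.5 and with a filter on the mean of all samples. The replicate block and an adjusted p of at most 0.01 gave such a value as well. So did the fits without EL31 control replicate 1 or 2, EL31 exposed replicate 1 or 3, or EL33 control replicate 3. The fits without EL33 exposed replicate 3 or EL38 exposed replicate 1 or 2 did so too, and the other 20 alternatives did not. At EL33 only, 15 genes were raised against the paper's 47, and 0 of the 33 alternatives closed the gap (from 1 to 105 genes). At EL35 only, 39 were raised against the paper's 61, and median-of-ratios scaling, the replicate block, adjustment over the 4 stages together and the fits without EL33 control replicate 1, EL35 control replicate 3 or EL35 exposed replicate 1 closed the gap, and the other 27 did not. At EL38 only, 39 were raised against the paper's 65, and no filter, quantile normalization and the fit without EL38 exposed replicate 1 closed the gap, unlike the other 30.

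Genes lowered past -2 at EL31 only numbered 17 against the paper's 28. Among the alternatives, no filter and the fits without EL31 exposed replicate 1, EL33 control replicate 3, EL33 exposed replicate 1, 2 or 3, EL35 exposed replicate 3 or EL38 exposed replicate 1 closed the gap, and 25 did not. At EL33 only, 13 were lowered against the paper's 29, and none of the alternatives closed the gap.

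Of the 24 photosystem genes, 12 were raised at EL31 against the paper's 24. With a pseudocount of 1 and with each stage fitted alone the value was within 1.5 times the paper's, and with the other 31 alternatives it was not, nor with the sample number as a random block (14 genes). Adjusted over the 24 genes alone, 20 were raised, which is also within 1.5 times the paper's. Negative developmental biomarkers numbered 1786 against the paper's 2733. Unit variance scaling (2647), log2(FPKM + 0.1) (3190) and the Pearson correlation with the class (2597) closed the gap. The fits without EL33 control replicate 1 (3247) or 2 (2778) closed it as well. Without EL31 control replicate 1 (1847) or EL35 control replicate 1 (1894) or 2 (1852), the count only just came within 1.5 times the paper's and stayed near 1786. The other 5 alternatives did not close the gap. Leaving out the gene VIT_14s0060g01730, chosen after the values were seen, gave 2802 negative biomarkers and also closed the gap. In cluster 2 there were 9 negative biomarkers against the paper's 18. Unit variance scaling, the Pearson correlation with the class and the fit without EL33 control replicate 2 closed this gap, and the other 10 did not.

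For the FtsH protease gene VIT_14s0108g00590, the log2 fold change at EL31 was 4.39 against the paper's 7.32, and at EL35 it was 4.88 against the paper's 6.36. None of the 31 alternatives closed either gap. The log2 ratio of the mean FPKM of each group without a pseudocount, chosen after the values were seen, gave 7.32 at EL31 and 6.36 at EL35 and reached the paper's values. The paper reports this gene as not significantly changed at EL31 and as raised from EL33 until the berries were ripe. By limma it was called at EL31 (adjusted p = 0.00102) and not at EL38 (adjusted p = 0.226), where no alternative called it.

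In direction or call, these results differ from the paper's statements. The paper describes cluster 2 as lowered throughout development, and limma called 0, 5, 5 and 40 of the 80 genes lowered at the 4 stages (9 at EL31 at an unadjusted p of at most 0.05). LHB1B1 (VIT_12s0028g00320) and the alanine-glyoxylate aminotransferase gene VIT_08s0058g00930 of that cluster were raised at EL31, and the trehalose-6-phosphate phosphatase gene VIT_00s0304g00080 was raised at EL38 (log2 fold changes of 1.53, 1.68 and 1.64). The paper describes cluster 4 as unaffected in ripe berries, and 19 of its 30 genes were raised at EL38. The paper describes MYB genes as raised at each stage without naming them in its text. MybPA1 (VIT_15s0046g00170) and MybPA2 (VIT_11s0016g01320) were not called at any stage. Since other MYB genes may be meant, this does not settle that statement. MybPA1 was called at EL35 with the replicate block and without EL38 exposed replicate 3, and MybPA2 at EL33 without EL33 exposed replicate 2.

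The paper describes most photosystem genes as still raised at EL33 and EL35, and limma called 9 and 7 of the 24, with at most 12 and 9 under the alternatives adjusted over all genes tested (12 and 9 with median-of-ratios scaling). Adjusted over the 24 genes alone, 18 and 16 passed, which are most of the genes. The paper took the accessions from the KEGG Pathway database and calls the listed genes representative. It also describes the genes of reversible photoinhibition other than FtsH as raised at EL31. There DegP (VIT_18s0072g00970) and PsbA (VIT_13s0019g02630) were not called under any alternative (log2 fold changes of 0.40 and 0.20). The PsbA value ranged from -1.06 to 1.18 over the fits that each left out 1 sample, which leaves open whether PsbA responded. LHCA2 (VIT_01s0010g03620) and CAB-1 (VIT_19s0014g00160), which the paper describes as raised in green berries, were not called at EL33. The exceptions were LHCA2 after median-of-ratios scaling and without EL38 exposed replicate 3. At EL31 CAB-1 (adjusted p = 0.0988) was called only with a pseudocount of 1 and with each stage fitted alone. The paper names it as the exception at EL38, where it was not called under any alternative (adjusted p = 0.201). Nor was the photosystem gene VIT_05s0020g03180, which the paper describes as affected, at any stage (log2 fold change of 0.52 at EL31).

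The Tyr aminotransferase genes VIT_00s0225g00230 and VIT_00s0394g00040 and the PAL gene VIT_08s0040g01710, which the paper describes as differentially expressed, were not called at any stage, and with a pseudocount of 1 VIT_00s0394g00040 was called at EL38. The paper describes the catabolic genes of Phe and Tyr as raised in green grapes. Of these, the PAL genes VIT_06s0004g02620 and VIT_13s0019g04460, the Tyr genes VIT_07s0005g04480 and VIT_13s0019g04540, and the tocopherol O-methyltransferase gene VIT_16s0039g01410 were not called at EL31 or EL33 (log2 fold changes at EL33 of 0.75, 0.14, 0.49, 0.78 and 0.36). At EL33, VIT_06s0004g02620 was called after quantile normalization and without EL31 control replicate 3 or EL35 control replicate 2, and VIT_13s0019g04540 with the replicate block. Of the cluster 4 genes, which the paper describes as raised from EL33, calmodulin (VIT_18s0122g00180) and the 2-oxoglutarate-dependent dioxygenase gene VIT_05s0049g00220 were not called at EL33 (log2 fold changes of 2.23 and 1.07). The former was called with the replicate block and without EL38 exposed replicate 1 or 3, and the latter with pseudocounts of 0.5 and 1 and without EL33 control replicate 3. The methyl jasmonate esterase gene VIT_00s0253g00150 was not called at EL33 either (log2 fold change of 1.46), except with pseudocounts of 0.5 and 1 and without EL33 control replicate 3 or EL35 control replicate 1 or 2.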

Other observations

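Tests on the scaling of ripening genes, on the share of berries at veraison and on zeros in random groups were chosen before their results were seen, and all others after.

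The 6 samples of a stage can be split into 3 and 3 in 10 ways. In 4 of them, the real one included, samples with the same replicate number are kept apart, while the other 6 put both samples of 1 or more numbers on the same side. Among these 4 splits, the real one gave the highest number of differentially expressed genes at EL31, EL33 and EL35 (1 of 4 as large each time), where the other splits gave 0, 0 and 2 genes at EL31, 0, 1 and 0 at EL33 and 2, 10 and 7 at EL35. The photosystem genes behaved alike, with 1 of 4 splits as large at each of these stages. The camera p of the heat shock set was as small in 1 of 4 splits at each of the 3 stages, and that of the disease resistance set in 1 of 4 at EL31 and EL33 but in 3 of 4 at EL35. For the photosynthesis set the number was 1 of 4 at EL31, 3 of 4 at EL33 and 2 of 4 at EL35. With 4 splits no share below 5% can be reached, so a chance difference between the samples of a stage cannot be excluded by this test.

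Over the 4 stages together, 100 of the 256 combinations of such splits were drawn. The real labels gave 3291 calls of differential expression, 526 genes past 1.5, 183 raised past 2, 131 lowered past -2 and 28 calls of photosystem genes, and for each of these 1 of the 100 draws, the real one, was as large. These draws take the stages as independent. The highest other draws gave 1466, 351, 99, 1.1e+02 and 10. The last 2 digits of the sample numbers recur with the same treatment at each stage, so the same panels may have been sampled 4 times, and then only 4 splits keep apart samples with the same replicate number. For each of these counts 1 of the 4 splits, the real one, was as large, and the other 3 gave 6, 7 and 20 calls of differential expression. With 4 splits no share below 5% can be reached, so if the panels recur this test cannot exclude a chance difference between them. With the sample number as a random block, 972, 741, 679 and 1007 genes were differentially expressed at the 4 stages. Residuals of samples of different stages that share a number had a mean r of 0.0109, from -0.0867 to 0.116. The counts at each stage therefore did not rest on leaving recurring numbers out of the model.

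Samples numbered in the fifties were compared with those in the sixties at each stage. The number of differentially expressed genes in this split was 16.3% of the number for exposure at EL31, 0.142% at EL33 and 0.892% at EL35. At EL38 it was 47.3% (457 genes), and the other splits that kept apart same-numbered samples gave 5, 6 and 22. Both EL38 control samples are numbered in the fifties, and with the number range as a block 97 genes were called there, so for the count at EL38 the effect of exposure cannot be fully told apart from a difference between number ranges. In the camera test this split gave a stronger result than exposure for the photosynthesis set and the heat shock set at EL33, for the disease resistance set at EL35, and for the disease resistance set and the heat shock set at EL38. With the number range as a block, the sets at EL33 kept an adjusted p of at most 0.05, so number ranges do not fully account for them. The disease resistance set at EL35 passed neither with nor without the block. At EL38 neither set passed with the block, and there a difference between number ranges and an effect of exposure cannot be told apart.

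Of the genes that Table S5 lists as lowered, 23 of 28 at EL31 and 12 of 30 at EL33 had every sample in the fifties above every sample in the sixties, against 4 and 9 with every control sample above every exposed sample. The genes were listed because they were lower in exposed samples, and the control group holds 2 of the 3 samples in the fifties. Both patterns are therefore favoured by the choice of the genes, their chance shares are not known, and for these lists an effect of exposure cannot be told apart from a difference between number ranges. The treatments alternate along the numbers as they do along the panels of the 2 adjacent vineyard rows that the paper describes, so the ranges may be the rows, though the labels do not say so.

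The 10 storage protein genes of seeds that Table S5 lists at EL33, chosen by annotation, were highest at EL33 in control replicate 1, with a median of 62.4 FPKM against 4.90 in exposed replicate 1 and at most 0.275 in the other 4 samples of the stage. For 0 of the 10 genes was every control sample above every exposed sample at EL33, and 0 had an unadjusted p of at most 0.05, which speaks against an effect of exposure there. All 10 genes were highest in the same sample at EL33, so seed tissue left in it is a candidate source, though this test could not settle it. At EL35 the medians were 82.4 and 16.01 FPKM in exposed replicates 2 and 3, 0.884 in exposed replicate 1 and at most 0.179 in the controls. Every exposed sample was above every control sample for 8 of the 10 genes (5% by chance in this direction for genes not selected by their change), 9 had an unadjusted p of at most 0.05, and limma called 0 at an adjusted p of at most 0.05. Table S5 lists 6 of the 10 genes as raised at EL35, where an effect of exposure was not excluded.

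At EL33, 467 genes that rise by at least 3 on the log2 scale from EL33 to EL35 in controls were shifted by a median of 1.60 in exposed replicate 1 and 1.46 in exposed replicate 3, but by -0.13 in exposed replicate 2. The 575 genes that fall by at least 3 were shifted by -0.52, -0.43 and -0.72 in the 3 exposed replicates, and by 0.30, -0.28 and -0.041 in each control replicate against the other controls. The rising genes of replicate 2 speak against an advance of ripening in every exposed sample. The falling genes do not settle it, since they were chosen with the control values they are compared with, and replicate 2 was close to control replicate 2 in them. After median-of-ratios scaling the shifts of replicates 1 and 3 were at least 1.51, so scaling does not account for the shift of the rising genes. The median share of the way to the EL35 value in exposed replicate 1 was 11.1%, with quartiles of 4.47% and 20.2%. A few berries at veraison in 2 of the samples may explain the shift of the rising genes, but the share varied between genes and this could not be told apart from an earlier start of ripening. Without exposed replicate 2, 770 genes were raised at EL33, 197 of them rising genes.

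The gene VIT_14s0060g01730 was listed at 22800000.0 FPKM in EL33 control replicate 1 and at 0 in the other control samples. Without it the number of negative biomarkers was 2802 in place of 1786, so the count depended on 1 gene in 1 sample. No biological explanation was tested for this value.

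At EL38 raised genes were the minority among the differentially expressed genes. Quantile normalization left 39.9% raised, so scaling alone does not account for it. With 1 control left out at EL31, EL33 or EL35, the lowest share raised was 68.6%, so a group of 2 controls alone does not account for it either. The photosynthesis set at EL38 had a mean log2 fold change of -0.18 after quantile normalization, still negative. Lower expression of these genes in exposed ripe berries is a hypothesis that cannot be told apart from a difference between number ranges at this stage.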
